# LungMAP: The Molecular Atlas of Lung Development Program

**DOI:** 10.1152/ajplung.00139.2017

**Published:** 2017-08-10

**Authors:** Maryanne E. Ardini-Poleske, Robert F. Clark, Charles Ansong, James P. Carson, Richard A. Corley, Gail H. Deutsch, James S. Hagood, Naftali Kaminski, Thomas J. Mariani, Steven S. Potter, Gloria S. Pryhuber, David Warburton, Jeffrey A. Whitsett, Scott M. Palmer, Namasivayam Ambalavanan, The LungMAP Consortium

**Keywords:** lung development, web resource, lung imaging, lung omics, 3D imaging, single cell analysis

## Abstract

The National Heart, Lung, and Blood Institute is funding an effort to create a molecular atlas of the developing lung (LungMAP) to serve as a research resource and public education tool. The lung is a complex organ with lengthy development time driven by interactive gene networks and dynamic cross talk among multiple cell types to control and coordinate lineage specification, cell proliferation, differentiation, migration, morphogenesis, and injury repair. A better understanding of the processes that regulate lung development, particularly alveologenesis, will have a significant impact on survival rates for premature infants born with incomplete lung development and will facilitate lung injury repair and regeneration in adults. A consortium of four research centers, a data coordinating center, and a human tissue repository provides high-quality molecular data of developing human and mouse lungs. LungMAP includes mouse and human data for cross correlation of developmental processes across species. LungMAP is generating foundational data and analysis, creating a web portal for presentation of results and public sharing of data sets, establishing a repository of young human lung tissues obtained through organ donor organizations, and developing a comprehensive lung ontology that incorporates the latest findings of the consortium. The LungMAP website (www.lungmap.net) currently contains more than 6,000 high-resolution lung images and transcriptomic, proteomic, and lipidomic human and mouse data and provides scientific information to stimulate interest in research careers for young audiences. This paper presents a brief description of research conducted by the consortium, database, and portal development and upcoming features that will enhance the LungMAP experience for a community of users.

the lung is a complex organ with high cellular heterogeneity. Development and maintenance of the structure of the lung requires interactive gene networks and dynamic cross talk among multiple cell types to control and coordinate lineage specification, cell proliferation, differentiation, migration, morphogenesis, and injury repair (15, 18, 20, 24). Many key signaling molecules, genes, and pathways have been discovered, yet significant knowledge gaps still exist in understanding lung development from late fetal to perinatal stages and through early childhood. Little is known of human lung development at this critical period when the diverse lung cells go through terminal differentiation and maturation and when the gas exchange units (alveoli) form. Understanding alveologenesis has significant clinical relevance. Prematurely born infants, some as young as 23 wk in gestation, have incomplete lung maturation and morphogenesis that can lead to pulmonary dysfunction after birth, causing a disorder termed bronchopulmonary dysplasia (BPD) that may impair lung function in infancy and thereafter. Defects in lung morphogenesis before the alveolar stage contribute to respiratory functional deficiencies later in life (14, 19). How to promote lung growth, maturation, and alveologenesis in premature babies remains a clinical challenge. Among young infants with BPD and other childhood interstitial and diffuse lung diseases (ChILD), lung growth abnormalities make up the largest disease category associated with high morbidity and mortality (11). Knowledge about the molecular interactions among diverse lung cells, the genes that regulate their functions and behavior, and the molecular and physical interactions among the cells and their microenvironment during normal development will support novel approaches to advancing treatments for lung injury repair and regeneration. Molecular profiles of the diverse cell types in the lung (including epithelial, mesenchymal, neuronal, vascular, immune, and other non-endoderm-derived lineages), knowledge of the dynamics of three-dimensional (3D) cellular structure of the airways and alveoli, and an integrative open-access database to assimilate complex multidimensional data are needed to provide the foundation for a complete understanding of lung development. A molecular atlas of the human lung will be a critical platform for future research to inform basic mechanisms and treatments for childhood and adult lung diseases. Until we understand normal development, it is difficult to decipher what changes occur at the molecular level in both abnormal lung development (e.g., conditions such as congenital diaphragmatic hernia, congenital pulmonary airway malformation, or BPD) and adult lung disorders.

The LungMAP consortium (Fig. 1) was developed to generate detailed structural and molecular data regarding normal perinatal and postnatal lung development in the mouse and human. Data are openly available to the entire research community to advance this knowledge across research groups with an interest in understanding lung development. Key to the consortium was the establishment of centers of excellence in imaging and omics technologies, supporting tissue procurement and a data coordinating center.

**Fig. 1.**
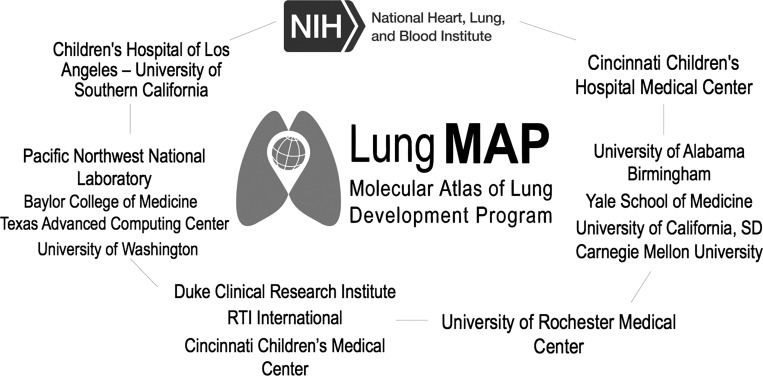
The LungMAP Consortium. Organizations funded by the National Heart, Lung, and Blood Institute for the Molecular Atlas of Lung Development Program. NIH, National Institutes of Health.

To date, LungMAP funds and efforts have contributed to the generation of data and tools used in 42 published manuscripts as well as numerous abstracts and posters at scientific conferences. Six of the journal articles reflect collaborative research by two or more LungMAP research centers (for a full list see https://lungmap.net/resources/publications/). Nearly all publications explore the transcriptomics, proteomics, or epigenetics of lung development. Three articles are reviews of existing published work, and four articles focus solely on bioinformatics and systems analysis work that has been accomplished by the LungMAP consortium. Disease conditions are included in 22 of the publications, which are focused on bronchopulmonary dysplasia and other complications of prematurity and idiopathic pulmonary fibrosis. Published work results include 14 that are specific to mouse experiments, 16 involving human studies, and eight that work with both mouse and human data. Although some human data is now offered on the LungMAP website, the abundance of human data that support the many published papers will be available for public sharing in early Fall of 2017.

## LungMAP: Who We Are

The LungMAP initiative had its origins from discussions at the National Heart, Lung, and Blood Institute (NHLBI) Workshops on Cell Plasticity in Lung Injury and Repair in April 2010 and on Molecular Determinants of Lung Development in September 2011. The NHLBI Board of External Experts organized the LungMAP initiative to build a molecular atlas of late-stage lung development to serve as a platform for discovery research to better understand critical events, including alveologenesis. This atlas would integrate multiscale information of gene expression, 3D cellular structures, and key morphogenesis events to provide detailed molecular anatomy of the developing mouse and human lungs. Figure 2 displays the scope of data types being generated by the Research Centers (RC). The database currently houses data from a variety of experiments across select stages of mouse development (canalicular through alveolar). Similar data in human lung is being generated across the RCs and is now being added to the BREATH database as we work to establish a comprehensive and extensive bank of mouse and human data.

**Fig. 2.**
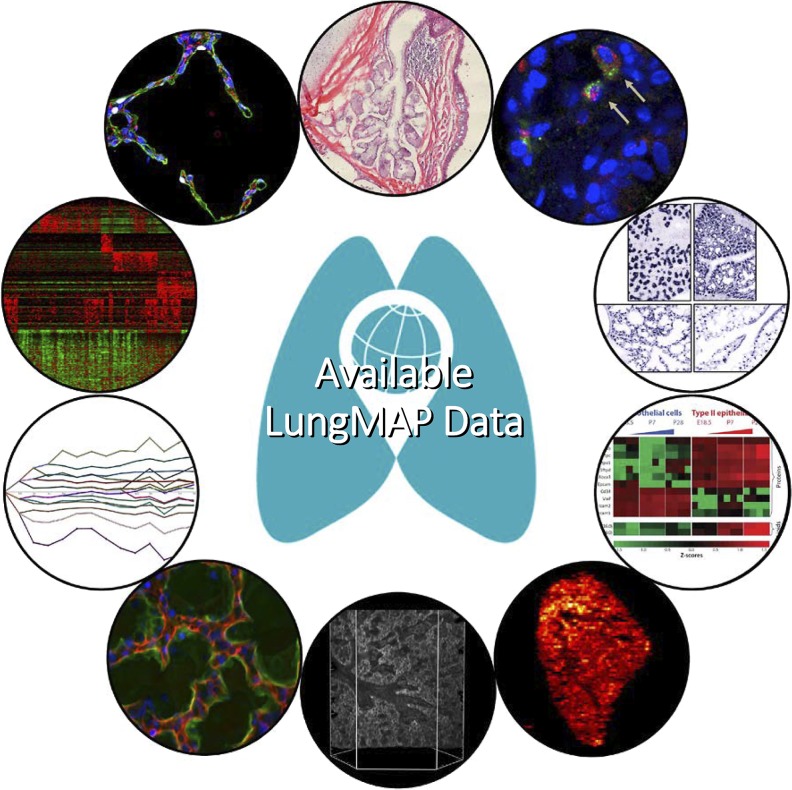
The LungMAP data. From *top*, clockwise: reference hematoxylin and eosin histology; multiplex fluorescent in situ hybridization with overlaying feature annotations; high-throughput in situ hybridization; proteomics and lipidomics; imaging mass spectrometry; Vibra-SIMM; 3-dimensional (3D) confocal imaging; profiling mRNA, miR, and methylation during development and maturation; single-cell RNA-seq and related methods; quantitative multicolor immunohistochemistry.

The goals of the LungMAP initiative are to build *1*) a mouse lung atlas from embryonic day 16.5 to postnatal day 28 that integrates gene expression, imaging, and anatomic analysis, *2*) a human lung atlas to validate the molecular profile in lung cell types in normal human lungs from gestational week 23 to postnatal year 10, and *3*) an integrated, publicly accessible, and expandable database to accommodate existing and newly generated data.

The LungMAP consortium consists of a set of research centers, many of which represent multiple institutions with distinguishing expertise, engaged in collaborative activities to better understand the molecular processes that guide lung development, specifically during the stages of alveolar formation and development. This exploration is multipronged, including molecular (transcriptomics, single-cell transcriptomics, noncoding RNA, epigenomics, proteomics, lipidomics, and metabolomics), visual (confocal imaging, in situ hybridization, advanced chemical imaging, and 3D imaging), and computational (bioinformatics, systems biology) approaches. Research Centers are supported by a Human Lung Tissue Core and a Data Coordinating Center. The centers also participate in the sharing of resources such as mouse tissue and cells from a single well-controlled and characterized mouse colony operated by one of the LungMAP research centers. The resources currently supported by the LungMAP consortium that are available to the public are highlighted in Fig. 3.

**Fig. 3.**
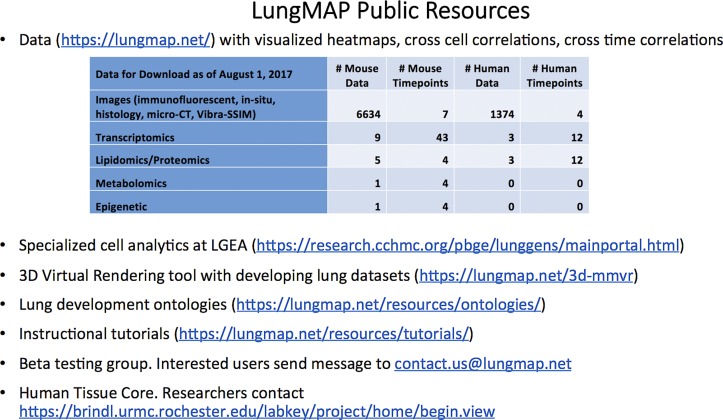
The LungMAP resources. LungMAP project resources include public data, specialized analytic tools at complementary consortium websites, educational resources, and opportunities for involvement.

The Cincinnati Children’s Hospital Medical Center (CCHMC) Research Center (RC) is responsible for single cell transcriptomics and confocal imaging and, as a member of the Data Coordinating Center (DCC), is developing computer programs for specific analyses. The RC generates and analyzes detailed NextGen gene expression data for human and mouse lung, including from single dissociated cells. Although many of the genes and networks regulating lung formation are shared among vertebrate species, the physiology, structure, extracellular matrix, region-specific cell types, and gene expression patterns vary between murine and human lung (17, 25). To effectively translate data from mouse models to humans, it is critical to understand their molecular similarities and differences at the cellular level. CCHMC is generating a detailed cell-specific RNA database for all human and mouse lung cell types of the lung parenchyma. Methodologies are being developed for single-cell and sorted-cell isolation, and computer programs for analysis of single-cell RNA, including Sincera (8), SLICE (7), LungGENS, LungIMAGE, and Lung Gene Expression Atlas (LGEA) (6), have been produced for the LungMAP project. Data and programs are available to all investigators. Single-cell analysis will be interpreted along with data derived from laser capture microdissection (LCM), fluorescence-activated cell sorting (FACS), and molecular imaging to create an expression map of the human and mouse lungs. CCHMC focuses on the analysis of cells from normal lung parenchyma (e.g., conducting airway and alveolar epithelial cells; vascular endothelial cells, including venous, arterial, lymphatic, and capillary cells; stromal and adventitial cells, including fibroblasts, pericytes, myofibroblasts, and cartilage; and neuroepithelial and neuronal cells). In addition, expanding on previous single-cell analysis on the lung by the CCHMC (5) and other investigators (22), the CCHMC will enhance the single-cell analysis of the lung with the application of Droplet sequencing (Drop-seq) to the single-cell analyses. This more recent technique will provide transcriptomic data for less abundant lung cell types, including lymphatic, mesothelial, and airway epithelial, as well as diverse cells of the hematopoietic and immune systems. At present, RNA sequences are being obtained from more than 5,000 individual cells from a single lung sample in each experiment. These data are being prepared for the LungMAP website at the present time. A new analytical pipeline based on Sincera (8) is being developed to handle the ever-expanding data being generated by Drop-seq.

CCHMC is also producing a library of lung images, including immunofluorescent confocal as well as hematoxylin- and eosin-stained sections from mouse and human samples. Acting as the Mouse Hub for LungMAP, CCHMC also provides mouse tissues to all research centers to reduce variability in murine-based research due to differences in substrain or environmental conditions.

The Pacific Northwest National Laboratory, Baylor College of Medicine, University of Washington, and Texas Advanced Computing Center together form a Research Center that applies high-throughput approaches to resolve the molecular changes of lung development specific to cell types and spatial location. This RC measures gene, protein, lipid, and metabolite levels in both mouse and human lung tissues. The multiomics characterization effort within this RC spans multiple scales from whole tissue to region-specific to cell-type specific analyses. State-of-the-art mass spectrometry (MS)-based proteomic, lipidomic, and metabolomic measurements are made on whole lung tissue samples, sorted cell populations (e.g., alveolar type II cells and mesenchymal, immune, and endothelial cells), and laser-capture microdissected (LCM) alveolar septae (3, 4). Spatial context in the mouse is provided by imaging the distribution of specific molecular entities across sets of thinly sliced lung tissue sections. Cell-specific semiquantitative gene expression measurements are acquired at submicron resolution using high-throughput in situ hybridization (HT-ISH) with digoxygenin-labeled probes for mRNA (1, 2). HT-ISH complements CCHMC RC’s RNA-Seq association of genes with cellular subtypes by providing spatial maps of the distribution of cells expressing genes. RNA distribution patterns are visualized at four time points in mouse [embryonic day 16.5 (E16.5), embryonic day 18.5 (E18.5), postnatal day 7 (P7), and postnatal day 28 (P28)] by HT-ISH for each gene, enabling quantitative comparisons across time and elucidating the relationship between molecular spatial localization and lung development. Hundreds of lipid species and unique metabolites are quantified via nanospray desorption ionization mass spectrometry (nano-DESI) across the lung at up to 10-μm resolution (12, 13, 21). Using this molecular knowledge base in mouse as a foundation, this RC will apply these same imaging and omic measurement methods to human tissue in the upcoming years of the LungMAP project.

The University of Alabama at Birmingham (UAB), Yale University, University of California-San Diego (UCSD), and Carnegie Mellon University (CMU) comprise a single research center focused on the systems biology of alveolar development. This center is generating a compendium of the dynamic and regional changes in DNA methylation and chromatin accessibility, microRNA, mRNA, and proteins that occur during alveolar formation to generate a dynamic temporal regulatory model of normal alveologenesis in both the mouse and human. 

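Alveolar septa were cut by laser capture from frozen lung sections of 29 C57BL/6 mice, and the RNA of each animal was sequenced separately. The 29 libraries cover 15 ages, with 2 animals at each age and 1 at P28. The ages run from E16.5 and E18.5 through P0.5 and P1 to P28. The design text of the series names 14 time points and not E18.5, while the labels of 2 libraries give E18.5, and the labels were used. Total RNA was depleted of ribosomal RNA and read on an Illumina HiSeq after stranded library preparation. The submitters' notes name STAR 2.5.1 for alignment to mm10 and Cufflinks 2.2.1 for quantification and give no further settings. Values were deposited as FPKM, fragments per kilobase of transcript and per total of mapped reads. Read depth is therefore unknown. The total of the FPKM values ranged from 318176 to 457706 per library, and from 10114 to 13059 genes reached an FPKM of 1.

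Before the data were examined, the ages were placed in 4 stage groups: prenatal (E16.5 and E18.5, 4 animals), postnatal saccular (P0.5, P1, P1.5 and P2.5, 8 animals), early alveolar (P4, P5, P7 and P10, 8 animals) and late alveolar (P13.5, P15, P19, P23 and P28, 9 animals). The comparisons, the gene lists and the rule for naming genes were fixed at the same time. Each group was compared with the one before it by limma on log2(FPKM + 1), with one fit for all 29 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 among 14616 genes with an FPKM of at least 1 in at least 4 libraries. Below, higher and lower refer to called genes, and log2 fold changes are on the scale of log2(FPKM + 1). Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, and the p obtained with a correlation estimated from the data is given beside it. Of 55 list results called with the preset correlation, 2 remained with the estimated one, those of neutrophil genes from the postnatal saccular to the early alveolar group and of 5 B cell genes from the early to the late alveolar group.

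In the libraries of P10 pup a and P19 pups d and f, 416, 578 and 242 of 8623 protein-coding genes with a median FPKM of at least 5 are listed at 0, so a value of 0 can be a failed estimate. Counts without these 3 libraries and tests of gene lists against E18.5 alone are alternatives chosen after the data were seen. For gene lists the counts, in the order higher and lower, are given for either alternative where one of them differs by 2 or more. Xist and 4 genes of the Y chromosome go against the sex in the labels in 14 of the 29 libraries, and the stage comparisons do not use sex. Replicate animals of an age correlated at 0.782 to 0.935 (Pearson's r on log2(FPKM + 1), 14 pairs, median 0.902), against a median of 0.844 over 392 pairs of different ages.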

Despite significant progress in understanding normal alveolar formation, a comprehensive understanding of the dynamic regulatory networks of this process is lacking. For example, although we are aware that the regulation of alveolar growth (beginning at approximately embryonic day 15 and ending at postnatal day 30 in the mouse) depends upon integration of numerous signals from multiple (e.g., Wnt, TGF, Hedgehog, Retinoid) pathways (15, 18, 20, 24), there is little understanding of how these pathways interact in the complex and rapidly varying spatial microenvironment of the developing lung. Similarly, we lack a detailed understanding of the hierarchy and temporal dynamics of transcriptional regulation during lung development, including the tightly regulated temporal changes in epigenetic regulation of DNA, expression of regulatory RNAs such as microRNAs, changes in transcription factors, or alternative splicing events. This group is identifying these epigenetic, RNA, and protein changes in samples from laser capture microdissection (LCM) of developing alveoli and sorted lung cells collected at tight intervals to allow detailed analysis. 

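Genes of the 4 named signaling pathways were expressed in the septa, and nearly all of their calls fell between the prenatal and postnatal saccular groups or between the early and late alveolar groups. Differences in timing between pathways were not tested. Expression alone does not test whether alveolar growth depends on them. Around birth the called changes in the TGF-beta list were mostly increases. Between the early and late alveolar groups, most called genes of the Wnt and Hedgehog lists were lower.

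Of 46 Wnt genes, 4 were higher and 2 lower in the postnatal saccular than in the prenatal group (7 and 2 without the 3 libraries rich in zeros, and 3 and 0 against E18.5 alone). The list as a set did not pass there (camera, adjusted p = 0.12, and 0.411 with an estimated correlation). Against E18.5 alone, an alternative chosen after the data were seen, the list shifted up (adjusted p = 0.0487). Nkd1, an inhibitor that Wnt signaling itself induces, rose by 1.73 on the log2 scale (standard error 0.24, adjusted p = 1.4e-05), and Axin1, a scaffold of the complex that degrades beta-catenin, by 1.09 (adjusted p = 3.6e-04). Ctnnb1, which encodes beta-catenin itself, was lower, with a change of -0.42 (adjusted p = 0.0379), a call that was lost with quantile normalization, with only the 2 groups in the fit, with E18.5 alone as the prenatal group and without any one of 6 libraries. No Wnt gene passed between the postnatal saccular and early alveolar groups. In the late alveolar group 11 were lower than in the early alveolar group and none was higher (1 higher and 13 lower adjusted over the list alone, and 0 higher and 9 lower without the 3 libraries rich in zeros). The receptor gene Fzd1 fell from 40.6 ± 9.87 (SD, n = 8) to 18.0 ± 2.22 (SD, n = 9) FPKM, a log2 fold change of -1.11 (standard error 0.15, adjusted p = 7.3e-06). Rspo2, a secreted amplifier of Wnt signals, changed by -1.95 (adjusted p = 0.00202). The Wnt list as a set did not pass (camera, adjusted p = 0.0568, and 0.349 with an estimated correlation), but shifted down without the 3 libraries rich in zeros (adjusted p = 0.0193).

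Of 34 TGF-beta genes, 11 were higher and 3 lower after birth (13 higher and 4 lower adjusted over the list alone, and 6 and 0 against E18.5 alone), and the list shifted up (camera, adjusted p = 0.0137, and 0.0869 with an estimated correlation). The increases include the receptor gene Acvrl1, with a log2 fold change of 2.13 (standard error 0.26, adjusted p = 1.9e-06), the ligand gene Tgfb1, with a change of 1.78 (adjusted p = 0.00127), and Ski, which restrains Smad proteins, with 1.26 (adjusted p = 1.4e-05). Bambi, which encodes a decoy receptor, was lower at -1.30 (adjusted p = 0.00876), a call lost with E18.5 alone as the prenatal group and without E16.5 embryo 9. Tgfb2 was the only member called between the postnatal saccular and early alveolar groups, where it rose by 0.57 (adjusted p = 0.0237), a call lost without any one of P0.5 pup e, P1.5 pup e, P5 pup b and P7 pup d. It then fell from 46.3 ± 5.93 (SD, n = 8) to 17.6 ± 3.36 (SD, n = 9) FPKM in the late alveolar group, a log2 fold change of -1.36 (standard error 0.13, adjusted p = 3.9e-08). In that comparison 8 members were lower and 2 higher (2 higher and 6 lower without the 3 libraries rich in zeros). Tgfbi, a matrix protein gene that TGF-beta induces, lies on chromosome 13 from 56609586 to 56639359 of GRCm38. It fell from 251 ± 65.0 (SD, n = 8) to 40.4 ± 42.4 (SD, n = 9) FPKM, a log2 fold change of -3.08 (standard error 0.34, adjusted p = 3.8e-07). Fst, an inhibitor of activins, went the other way, with 1.87 (adjusted p = 6.3e-05).

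Of 22 Hedgehog genes, 2 were higher after birth and none was lower (4 and 0 without the 3 libraries rich in zeros). The list as a set did not pass there (camera, adjusted p = 0.0651, and 0.401 with an estimated correlation). It shifted up only against E18.5 alone (adjusted p = 0.00129). One of the 2 higher genes is the target gene Foxf1, with a log2 fold change of 1.77 (standard error 0.18, adjusted p = 9.0e-08). None passed between the postnatal saccular and early alveolar groups. In the late alveolar group 9 were lower and 1 was higher (1 higher and 13 lower adjusted over the list alone), a downward shift of the list (camera, adjusted p = 5.7e-05, and 0.126 with an estimated correlation). The effector gene Gli3 fell from 8.20 ± 2.29 (SD, n = 8) to 1.92 ± 1.28 (SD, n = 9) FPKM, a log2 fold change of -1.72 (standard error 0.27, adjusted p = 5.4e-05). Hhip, a target gene whose product binds Hedgehog ligands, changed by -1.11 (adjusted p = 0.00124). Scube2, which helps to release the ligand, rose by 1.61 (adjusted p = 1.3e-04).

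Of 24 retinoid genes with values, 18 passed the filter on low values, and no list test passed in any comparison. After birth 5 were higher and none was lower (1 and 1 against E18.5 alone), among them the receptor gene Rara, with a log2 fold change of 1.17 (standard error 0.25, adjusted p = 0.00163). Dhrs3 and Cyp26b1, whose products remove retinal and retinoic acid, rose by 0.99 (adjusted p = 0.00389) and 1.52 (adjusted p = 0.00531), and neither was called with E18.5 alone as the prenatal group. No retinoid gene passed between the postnatal saccular and early alveolar groups. In the late alveolar group Aldh1a1, which makes retinoic acid, rose by 1.83 (adjusted p = 3.4e-04) and Lrat, which stores retinol as esters, by 1.69 (adjusted p = 0.00411). Adh1, an alcohol dehydrogenase gene, changed by -1.29 (adjusted p = 0.00724) and the receptor gene Rarb by -1.17 (adjusted p = 0.0177). The Rarb call was lost without the 3 libraries rich in zeros, with only the 2 groups in the fit and with the alveolar stage divided after P7.

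Other pathways were tested the same way, with birth standing for the postnatal saccular against the prenatal group. Of 18 VEGF, angiopoietin and PDGF genes, 10 were higher and 2 lower at birth, 1 and 0 in the early alveolar and 4 and 0 in the late alveolar group (6 and 1 against E18.5 alone). The list shifted up at birth (camera, adjusted p = 0.001, and 0.15 with an estimated correlation), though not called against E18.5 alone (adjusted p = 0.0546), and again in the late alveolar group (camera, adjusted p = 0.00104, and 0.15 with an estimated correlation). Vegfa, the main growth factor of endothelium, rose at birth by 2.09 (adjusted p = 1.1e-05), and its receptor gene Flt1 rose in the late alveolar group by 0.67 (adjusted p = 0.00224). Of 20 BMP genes, 6 were higher and 2 lower at birth, 1 and 0 in the early alveolar and 2 and 4 in the late alveolar group. In the last the counts were 1 and 2 without the 3 libraries rich in zeros. Against E18.5 alone they were 4 and 1 of the 19 tested at birth. Smad6, an inhibitor that BMP induces, rose by 2.09 (adjusted p = 5.4e-06) at birth. The BMP antagonist gene Grem1 rose by 2.08 (adjusted p = 0.00609) in the early alveolar group. Of 18 FGF genes, 2 were higher and 1 lower at birth, 1 and 1 in the early alveolar and 1 and 3 in the late alveolar group. At birth the counts were 7 and 3 adjusted over the list alone, and 5 and 2 without the 3 libraries rich in zeros. Fgf18 was lower in the last comparison, with a change of -2.43 (adjusted p = 0.00124). Of 17 Notch genes, 4 were higher and 2 lower at birth, 0 and 0 in the early alveolar and 0 and 0 in the late alveolar group (3 and 0 against E18.5 alone). The list shifted up at birth (camera, adjusted p = 0.00775, and 0.183 with an estimated correlation), with the endothelial receptor gene Notch4 at 1.22 (adjusted p = 2.4e-04).

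**Figure D1:**
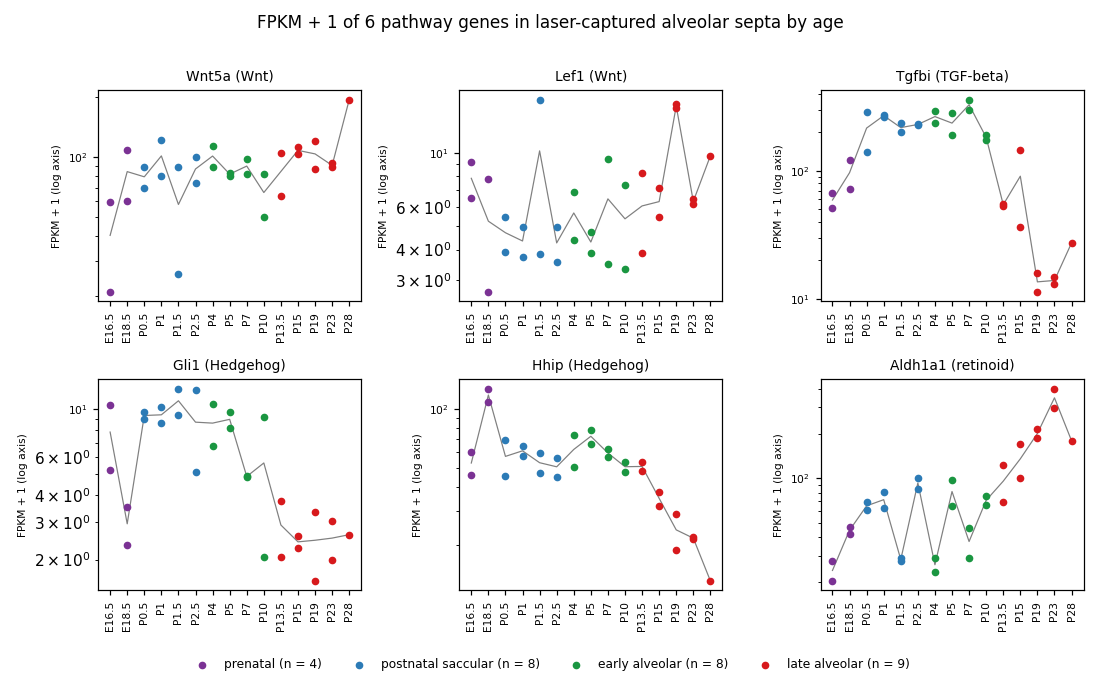
FPKM + 1 on a log axis of 6 genes of the Wnt, TGF-beta, Hedgehog and retinoid lists against age, from E16.5 to P28. Each point is 1 animal, colored by stage group (n = 4, 8, 8 and 9), and the gray line joins the means of each age. Tgfbi, Gli1 and Hhip are lower and Aldh1a1 is higher in the late than in the early alveolar group.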

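Of 56 transcription factor genes with roles in the lung, 13 were higher and 6 lower in the postnatal saccular than in the prenatal group (16 higher and 8 lower adjusted over the list alone, 15 higher and 8 lower without the 3 libraries rich in zeros, and 12 and 2 against E18.5 alone). Between the postnatal saccular and early alveolar groups 2 were lower and none was higher. In the late alveolar group 5 were higher and 15 lower than in the early alveolar group (4 higher and 14 lower without the 3 libraries rich in zeros). As a set the list did not pass in any comparison.

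Epas1, an oxygen-regulated factor of endothelium and alveolar cells, lies on chromosome 17 from 86753864 to 86833410 of GRCm38. It rose from 37.6 ± 20.2 (SD, n = 4) FPKM before birth to 279 ± 71.6 (SD, n = 8) after it, a log2 fold change of 2.98 (standard error 0.27, adjusted p = 1.4e-08). Klf4 and Gata2 rose in the same comparison by 2.13 (adjusted p = 9.8e-07) and 2.01 (adjusted p = 8.4e-06). Sox9, a factor of the growing epithelial tips, was lower, with a change of -2.13 (adjusted p = 2.6e-04). With E18.5 alone as the prenatal group the change of Sox9 was -1.40 and it was not called (adjusted p = 0.0676). Hif3a, a target of glucocorticoids and of low oxygen, decreased at birth by 2.48 (adjusted p = 4.2e-04) and again in the early alveolar group, with a change of -1.78 (adjusted p = 0.0153). Elf3, the other factor called lower there, is an epithelial gene, at -1.45 (adjusted p = 0.0471), and its call was lost with a pseudocount of 0.1, without the filter on low values, with sex as a covariate, without the 3 libraries rich in zeros, with only the 2 groups in the fit and without any one of 15 libraries.

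In the late alveolar group Zbtb16, which glucocorticoids induce, rose from 7.91 ± 4.21 (SD, n = 8) to 96.0 ± 57.0 (SD, n = 9) FPKM, a log2 fold change of 3.43 (standard error 0.38, adjusted p = 2.8e-07). Klf9, another such gene, rose by 1.77 (adjusted p = 2.2e-04), and Gata2 by 1.15 (adjusted p = 5.1e-04). Nfib, needed for maturation of the septa, changed by -0.64 (adjusted p = 2.1e-05), and the mesenchymal factor Meox2 by -1.90 (adjusted p = 4.9e-05). Hopx is a gene of alveolar type 1 cells, which the paper names in an example of how lung images are grouped. It was listed at 69.4 ± 39.0 (SD, n = 4) FPKM before birth, 86.5 ± 36.8 (SD, n = 8) in the postnatal saccular, 41.0 ± 17.2 (SD, n = 8) in the early alveolar and 72.3 ± 31.5 (SD, n = 9) in the late alveolar group. It was not called in the 3 comparisons (adjusted p = 0.579, 0.0972 and 0.099). In a fit with each age as its own group it was called lower in the early alveolar group (adjusted p = 0.013) and higher in the late alveolar group (adjusted p = 0.0147). In a separate alternative, with array quality weights, it was also called lower in the early alveolar group (adjusted p = 0.048). With E18.5 alone as the prenatal group its change at birth was -0.36 in place of 0.40, with neither called. Nkx2-1 was not analysed here.

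Genes that respond to hormones, stress and oxygen were compared as well. Whether their changes reflect development or how and when the animals were collected was not tested, apart from clock genes at half-day ages. Of 13 glucocorticoid response genes, 4 were higher and 1 lower at birth (camera, adjusted p = 0.0255, and 0.387 with an estimated correlation), 0 higher and 2 lower in the early alveolar group (camera, adjusted p = 5.6e-05, and 0.155 with an estimated correlation), and 3 higher and 0 lower in the late alveolar group (camera, adjusted p = 2.2e-05, and 0.15 with an estimated correlation). Dusp1, a phosphatase gene that glucocorticoids induce, rose at birth by 2.85 (adjusted p = 4.4e-07). The birth result of the list was not called without E16.5 embryo 2 (adjusted p = 0.0914) or against E18.5 alone (adjusted p = 0.319). Of 12 immediate early genes, 7 were higher at birth and none was lower (2 and 0 against E18.5 alone), with an upward shift (camera, adjusted p = 1.7e-05, and 0.15 with an estimated correlation). Jun was at 1.66 (adjusted p = 2.9e-06). None of them passed in the early alveolar group, and 3 were higher in the late alveolar group, Hspa1b, Jun and Zfp36. The calls of all 3 were lost with only the 2 groups in the fit and without either of P4 pup a and P4 pup e. The upward shift of the immediate early list in the late alveolar group (camera, adjusted p = 0.0372, and 0.401 with an estimated correlation) was lost with median ratio scaling and without any one of P4 pup a, P4 pup e, P13.5 pup c and P13.5 pup d. Of 14 genes induced by low oxygen, 9 were lower and 1 was higher at birth (1 and 7 against E18.5 alone for higher and lower), a downward shift (camera, adjusted p = 1.9e-05, and 0.069 with an estimated correlation). The glycolytic gene Ldha changed by -1.69 (adjusted p = 1.3e-04) and the kinase gene Pdk1 by -1.79 (adjusted p = 1.6e-04). The exception is Vegfa. In the later 2 comparisons 0 and 2 of these genes were called. Of 7 genes of fetal RNA binding proteins and related fetal factors, none passed in the first 2 comparisons (0 and 2 at birth without the 3 libraries rich in zeros). In the early alveolar group they shifted down (camera, adjusted p = 0.0173, and 0.252 with an estimated correlation), a call lost with a pseudocount of 0.1, with 1 higher and 5 lower adjusted over the list alone. Of the same genes 3 were lower in the late alveolar group, Mycn with a change of -1.46 (adjusted p = 0.00534). Of 17 circadian clock genes, 2 were higher and 0 lower at birth, 1 and 0 in the early alveolar and 4 and 1 in the late alveolar group. The list shifted up in that last group (camera, adjusted p = 0.00239, and 0.176 with an estimated correlation).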

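The stage comparisons called more genes from the prenatal to the postnatal saccular group (2327) and from the early to the late alveolar group (1660) than between (214). Part of the first difference lies before E18.5, since the first principal component stood at -91.2 and -90.9 in the E16.5 embryos, -46.5 and -42.0 in the E18.5 embryos and -14.6 and -23.3 in the P0.5 pups, and with E18.5 alone as the prenatal group, which leaves 2 embryos, 840 genes were called. A test of each gene for a smooth change with age, with a natural cubic spline of 3 degrees of freedom, called 4493 of 14616 genes (30.7%). By mean FPKM, 1879 of them (41.8%) were highest in the prenatal group, 669 in the postnatal saccular, 678 in the early alveolar and 1267 (28.2%) in the late alveolar group. Over the 25 postnatal libraries alone 2193 genes passed. At least one of the 3 stage comparisons called 3601 genes (24.6%). The first principal component held 19.3% of the variance and followed log2 age (Pearson's r = 0.856, n = 29 libraries, permutation p = 1e-05, the smallest that 100000 resamples can give, and r = 0.866 without the 2 libraries farthest from the median age). Its rise was not steady. It stood between -12.1 and 4.7 from P1 to P2.5 and lower, between -29.1 and -14.9, at P4 and P5. It moved with undetected genes as well, with its highest values in P19 pups d and f, at 92.0 and 66.3, against 41.6, 36.8 and 40.9 in the P23 and P28 pups. Its r with the log2 number of expressed protein-coding genes at 0, plus 1, was 0.519. Computed again without the 3 libraries rich in zeros, the component had r = 0.841 with log2 age (n = 26) and r = 0.169 with that number. Simulated changes of 1 on the log2 scale in 200 genes were recovered for 28.5%, 38% and 48% of the genes in the 3 comparisons, and changes of 2 for 81%, 92.5% and 90.5%, so smaller changes are undercounted.

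The 2 smallest p values for age belong to an imprinted pair, the fetal growth factor gene Igf2 and its noncoding neighbor H19. Igf2 lies on chromosome 7 from 142650768 to 142666816 of GRCm38 and fell from 304 ± 246 (SD, n = 4) FPKM before birth to 64.6 ± 18.5 (SD, n = 8), 20.2 ± 11.2 (SD, n = 8) and 2.94 ± 1.73 (SD, n = 9) in the following groups (age test from limma, adjusted p = 1.1e-13). H19, on chromosome 7 from 142575530 to 142578146, stood at 1259 ± 967 (SD, n = 4), 204 ± 44.2 (SD, n = 8), 137 ± 86.5 (SD, n = 8) and 5.92 ± 5.60 (SD, n = 9) FPKM (adjusted p = 2.4e-14). Plagl1, an imprinted regulator of that network, and Igf2r, the receptor that clears Igf2, were also highest before birth. By age these genes were highest at E16.5, where both libraries also held heart muscle genes (mean log2(FPKM + 1) of 6.144 and 7.059). Whether such tissue adds to their prenatal values was not tested. The hyaluronan link protein gene Hapln1 and the basement membrane gene Frem1 were lowest in the late alveolar group. Sema3c, a guidance cue of vessels, rose from 25.0 ± 2.07 (SD, n = 4) FPKM before birth to 171 ± 21.0 (SD, n = 9) in the late alveolar group (adjusted p = 1.8e-11). The adrenergic receptor gene Adrb1, the proteoglycan gene Prelp and the ceramidase gene Acer2 were highest in the late alveolar group. Of 18 imprinted growth genes, none was higher and 8, 4 and 14 were lower in the successive comparisons. Without the 3 libraries rich in zeros 10, 3 and 14 were lower, and against E18.5 alone 3 of the 17 tested in the first. The list shifted down in each comparison (camera, adjusted p = 1.0e-05, and 0.176 with an estimated correlation at birth, 0.00103 and 0.296 in the early alveolar, and 1.7e-13 and 0.0518 in the late alveolar group).

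Between E16.5 and E18.5, with 2 embryos each, 662 genes were called, 369 higher and 293 lower, in a fit with each age as its own group. Leaving out single embryos moved the count to 210 without E16.5 embryo 2, 424 without E16.5 embryo 9, 221 without E18.5 embryo 4 and 412 without E18.5 embryo 3. Lysozyme gene Lyz1 rose by 8.38 on the log2 scale (standard error 0.49, adjusted p = 8.0e-09), and the calcium binding protein gene S100g by 7.97 (adjusted p = 2.2e-08). Chil1, a chitinase-like gene, rose by 7.62 (adjusted p = 1.0e-08) and the surfactant protein gene Sftpd by 6.06 (adjusted p = 7.5e-08). All 4 are products of maturing alveolar type 2 cells. Retnla, a secreted factor, rose by 5.94 (adjusted p = 0.0436) and was not called without any one of the 4 embryos or with a pseudocount of 0.1. The decreases are led by the heart muscle genes Myl3, Nppa, Myl2 and Myl4 and by the enolase gene Eno1b. Myl4 was not called without E16.5 embryo 2 or E18.5 embryo 4, and Eno1b without any one of the 4 or with a pseudocount of 0.1.

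**Figure D2:**
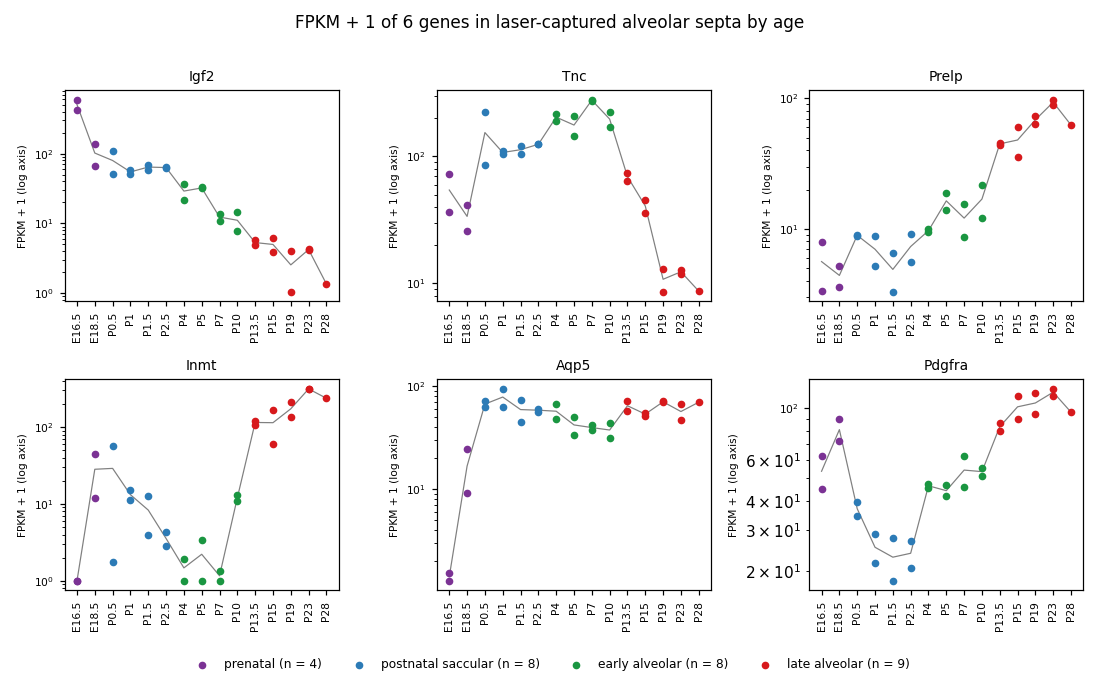
FPKM + 1 on a log axis of 6 genes against age, from E16.5 to P28. Each point is 1 animal, colored by stage group (n = 4, 8, 8 and 9), and the gray line joins the means of each age. Igf2 falls with age, Tnc falls and Inmt and Prelp rise in the late alveolar group, Aqp5 is higher in the postnatal saccular than in the prenatal group, and Pdgfra is lowest in the postnatal saccular group.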

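From the prenatal to the postnatal saccular group, called genes of thin epithelium and of capillaries were higher and those of cell division lower. The shifts of these lists were called with the preset and not with the estimated correlation. Against E18.5 alone no cell cycle gene was called. Of 14616 genes, 1332 were higher and 995 lower in the postnatal saccular than in the prenatal group. Their sum of 2327 was 1375 without E16.5 embryo 9, and the 995 lower genes were 483 without embryo 9 and 562 without embryo 2 of that age. Without the 3 libraries rich in zeros, 1595 were higher and 1359 lower. With E18.5 alone as the prenatal group, 585 were higher and 255 lower. In 1472 genes no library of one group overlapped with the other, where chance gives 0.404% of genes if libraries are independent. Animals of an age were more alike (median r = 0.902) than animals of different ages of one stage (0.873). The chance figure can therefore be too low for groups made of whole ages.

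Of 13 alveolar type 1 genes, 9 were higher and none was lower (camera, adjusted p = 3.7e-09, and 0.154 with an estimated correlation), and against E18.5 alone 5 and 0 (adjusted p = 0.00132). Aqp5, a water channel gene on chromosome 15 from 99591028 to 99594829 of GRCm38, rose from 8.10 ± 10.8 (SD, n = 4) to 64.9 ± 14.6 (SD, n = 8) FPKM, a log2 fold change of 3.81 (standard error 0.43, adjusted p = 7.7e-07). The basement membrane collagen genes Col4a3 and Col4a4 rose by 2.62 (adjusted p = 3.2e-05) and 2.00 (adjusted p = 6.7e-06). Of 14 alveolar type 2 genes, 9 were higher and none was lower (camera, adjusted p = 1.9e-05, and 0.332 with an estimated correlation). The list already stood high at E18.5, with a mean log2(FPKM + 1) of 4.733 and 4.438 in the E16.5 embryos, 8.062 and 7.73 in the E18.5 embryos and from 7.351 to 8.178 in the postnatal saccular pups. Against E18.5 alone 1 gene was higher and 1 lower, with no shift called (adjusted p = 0.607). Sftpb, a surfactant protein gene, rose by 2.05 (adjusted p = 8.8e-05). Sftpd and S100g rose by 3.93 (adjusted p = 4.7e-04) and 4.57 (adjusted p = 0.00128) against both embryonic ages together, while against E18.5 alone the values are 0.90 and 0.59 and neither was called (adjusted p = 0.211 and 0.536). Of 12 genes of lung liquid transport, 6 were higher and 1 lower (camera, adjusted p = 0.00153, and 0.296 with an estimated correlation), and against E18.5 alone 3 and 2, with no shift called (adjusted p = 0.238). Scnn1a, a subunit of the epithelial sodium channel that clears fluid, rose from 14.4 ± 14.4 (SD, n = 4) to 71.7 ± 23.6 (SD, n = 8) FPKM, a log2 fold change of 2.91 (standard error 0.44, adjusted p = 3.6e-05), and its regulator Sgk1 by 1.89 (adjusted p = 1.6e-06). Slc12a2, which drives chloride and fluid secretion, was lower, at -0.84 (adjusted p = 0.0126), a call lost without E18.5 embryo 4.

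Of 17 endothelial genes, 11 were higher and none was lower (13 and 0 without the 3 libraries rich in zeros, and 6 and 1 against E18.5 alone), an upward shift (camera, adjusted p = 1.3e-09, and 0.0828 with an estimated correlation, and 2.7e-04 against E18.5 alone), among them Plvap, which forms the diaphragms of fenestrae, at 2.27 (adjusted p = 2.5e-08), and the tight junction gene Cldn5, at 1.84 (adjusted p = 8.8e-06). Of 7 genes of the capillary cells that face the alveolar epithelium, 5 were higher (3 and 0 against E18.5 alone), with Prx at 2.22 (adjusted p = 1.2e-05) (camera, adjusted p = 8.6e-05, and 0.0828 with an estimated correlation). Tmem100, an endothelial gene downstream of BMP signals, rose from 26.7 ± 16.3 (SD, n = 4) to 295 ± 58.2 (SD, n = 8) FPKM, a log2 fold change of 3.60 (standard error 0.28, adjusted p = 1.0e-09). Of 8 large vessel genes, 4 were higher and 1 lower (2 and 1 against E18.5 alone), with Vwf at 1.59 (adjusted p = 1.1e-05) and Vcam1 at -1.46 (adjusted p = 0.0016). Ly6a, a surface antigen gene, rose by 3.15 (adjusted p = 4.3e-04), and was not called against E18.5 alone.

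Of 36 cell cycle genes, 24 were lower and none was higher (0 higher and 31 lower adjusted over the list alone, and 0 higher and 26 lower without the 3 libraries rich in zeros), a downward shift (camera, adjusted p = 8.9e-16, and 0.183 with an estimated correlation). Against E18.5 alone no single gene of the list was called, with a downward shift (adjusted p = 1.1e-05). The mitotic cyclin gene Ccnb1 fell from 28.9 ± 21.5 (SD, n = 4) to 1.78 ± 1.73 (SD, n = 8) FPKM, a log2 fold change of -3.30 (standard error 0.60, adjusted p = 3.2e-04), and against E18.5 alone it was not called (adjusted p = 0.0683). Ndc80, a kinetochore gene, and the histone genes H4c11 and H2bc14 were lower as well. H4c11 is listed at 0 in all 8 postnatal saccular libraries and stood at 32.3 ± 25.2 (SD, n = 4) FPKM before birth. Ndc80 and H4c11 were not called against E18.5 alone, and the call of H2bc14 was lost with a pseudocount of 0.1, with E18.5 alone as the prenatal group and without either of E16.5 embryo 9 and E16.5 embryo 2. Ppp1r3b, which promotes glycogen storage, fell from 118 ± 59.1 (SD, n = 4) to 11.3 ± 3.65 (SD, n = 8) FPKM, a log2 fold change of -3.15 (standard error 0.32, adjusted p = 1.1e-07). The leading decreases also hold Dennd5a, Olfr67 and Rpl30, a gene of the ribosome. Dennd5a stood at 3796 and 559 FPKM in the 2 E16.5 embryos. Rpl30 is at 0.00 FPKM to 2 decimals in 5 of 8 postnatal saccular libraries, exactly 0 in 1 of them, which can be a failed estimate. Its call was lost with a pseudocount of 0.1, with array quality weights, with E18.5 alone as the prenatal group and without any one of 7 libraries.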

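The start of the alveolar stage brought few calls. From the postnatal saccular to the early alveolar group 214 genes were called, 77 higher and 137 lower, or 104 and 122 without the 3 libraries rich in zeros. The numbers higher and lower were 44 and 78 without P0.5 pup e, 170 and 204 without P0.5 pup f, 41 and 56 without P1 pup d, 46 and 73 without P1 pup e, 32 and 46 without P1.5 pup e, 51 and 75 without P2.5 pup h, 49 and 81 without P5 pup b, 44 and 72 without P7 pup d, 69 and 74 without P10 pup a and 67 and 87 without P10 pup f. They were 317 and 380 with array quality weights, 260 and 349 with each age as its own group and 167 and 245 with only these 2 groups in the fit. In 69 genes the libraries of both groups did not overlap, where chance gives 0.0155% of genes if libraries are independent, which animals of an age are not.

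Igfbp2, which binds insulin-like growth factors, rose from 6.15 ± 1.85 (SD, n = 8) to 28.1 ± 11.2 (SD, n = 8) FPKM, a log2 fold change of 1.97 (standard error 0.33, adjusted p = 0.00208). Pdgfra, the receptor of the fibroblasts that build septa, lies on chromosome 5 from 75151322 to 75198206 of GRCm38 and rose from 26.3 ± 7.21 (SD, n = 8) to 48.5 ± 6.66 (SD, n = 8) FPKM, a log2 fold change of 0.89 (standard error 0.15, adjusted p = 0.00217). Nes, an intermediate filament gene, rose by 0.98 (adjusted p = 7.3e-04). Cd74, the invariant chain of antigen presentation, rose by 1.83 (adjusted p = 0.0117). Mxra7, Slc5a3, Angptl2 and Astn2, which encode a matrix-associated protein, a transporter of inositol, a secreted angiopoietin-like protein and a neuronal adhesion protein, complete the 8 leading increases, and Angptl2 was not called without P1.5 pup e.

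Of 36 cell cycle genes, 1 was higher over all genes, Cenpf at 1.85 (adjusted p = 0.0237), a call lost without any one of P0.5 pup e, P1 pup d, P1 pup e, P1.5 pup e and P5 pup b. Adjusted over the list alone 21 were higher, and without the 3 libraries rich in zeros 5 over all genes. The list shifted up (camera, adjusted p = 7.6e-20, and 0.153 with an estimated correlation). Its mean log2(FPKM + 1) was between 3.554 and 4.421 in the libraries of E18.5, P4 and P5, 3.302 and 3.617 at P7, 3.081 and 2.67 at P10, and at most 2.825 in 7 of the 8 postnatal saccular pups. The exception is P0.5 pup f, at 4.165. Of 12 pericyte genes none passed, with an upward shift of the list (camera, adjusted p = 0.00427, and 0.183 with an estimated correlation). Of 13 alveolar type 1 genes, 1 was higher and 2 lower (1 higher and 10 lower adjusted over the list alone), a downward shift (camera, adjusted p = 7.9e-07, and 0.204 with an estimated correlation). Igfbp2 is the one that rose, while Lmo7, a gene of cell junctions, changed by -1.05 (adjusted p = 0.0151). Of 14 alveolar type 2 genes, 2 were lower (camera, adjusted p = 2.9e-06, and 0.295 with an estimated correlation), the lipid transporter gene Abca3 at -0.93 (adjusted p = 0.0252) and the protease gene Ctsh at -1.52 (adjusted p = 0.0283), with the first call lost without any one of P1 pup d, P1 pup e, P1.5 pup e, P7 pup c and P7 pup d and the second without any one of 7 libraries. Of 12 lung liquid genes, 4 were lower and none was higher (camera, adjusted p = 1.7e-08, and 0.0869 with an estimated correlation), and Atp1b1, a subunit of the sodium pump, fell from 108 ± 30.4 (SD, n = 8) to 43.8 ± 7.01 (SD, n = 8) FPKM, a log2 fold change of -1.25 (standard error 0.24, adjusted p = 0.00787). Atp6v0a4, of a proton pump, and the epithelial genes Cldn3 and Rab11fip1 fell as well, Cldn3 from 55.6 ± 13.1 (SD, n = 8) to 18.9 ± 6.13 (SD, n = 8) FPKM (adjusted p = 7.3e-04). Npc2, a cholesterol carrier, the chemokine gene Ccl9 and the lymphatic gene Mmrn1 were lower too, Mmrn1 at -1.67 (adjusted p = 0.0144), not called with a pseudocount of 0.1. Igf2 changed by -1.78 (adjusted p = 0.02), a call lost with a pseudocount of 0.1.

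**Figure D3:**
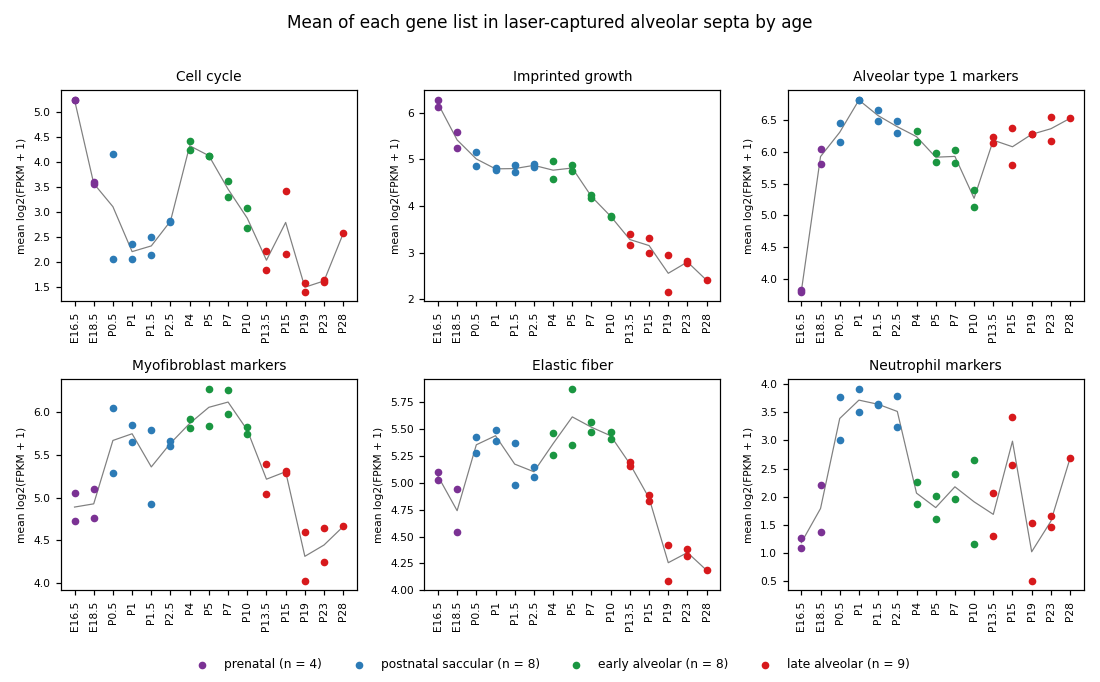
Mean log2(FPKM + 1) over the tested genes of 6 lists against age, from E16.5 to P28. Each point is 1 animal, colored by stage group (n = 4, 8, 8 and 9), and the gray line joins the means of each age. Cell cycle genes are low from P0.5 to P2.5 except in P0.5 pup f, at 4.165.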

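The late alveolar group differed from the early alveolar group in called genes of matrix, contraction, cell division and oxidative defense. The shifts of these lists were called with the preset and not with the estimated correlation. From the early to the late alveolar group 568 genes were higher and 1092 lower, so that 34.2% of the 1660 called genes were higher. This share was 43.4% with median ratio scaling and 46.2% with quantile normalization (741 higher and 864 lower), and the number of higher genes was 371 when the alveolar stage was divided after P7. The median change of all genes was -0.09, and 0.00 after quantile normalization. Without the 3 libraries rich in zeros, all of which lie in these groups, 465 were higher and 996 lower, and 72.5% of the called genes remained called in the same direction. In 197 genes the libraries of both groups did not overlap, where chance gives 0.00823% of genes if libraries are independent, which animals of an age are not.

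Of 16 elastic fiber genes, 9 were lower and none was higher (camera, adjusted p = 1.7e-06, and 0.0828 with an estimated correlation), the cross-linking enzyme gene Loxl2 at -1.69 (adjusted p = 5.4e-07) and the fibrillin gene Fbn2 at -2.65 (adjusted p = 3.1e-06). In the earlier comparisons 3 were higher and 2 lower at birth. The list as a set did not pass at birth (camera, adjusted p = 0.0831, and 0.452 with an estimated correlation), but shifted up against E18.5 alone (adjusted p = 0.0252). Lox was at -2.24 (adjusted p = 2.0e-05) and Ltbp2 at 1.86 (adjusted p = 1.8e-04), and 1 was higher in the early alveolar group, Ltbp2 again, at 1.18 (adjusted p = 0.0186). An upward shift of these genes there (camera, adjusted p = 0.0291, and 0.382 with an estimated correlation) was lost without the 3 libraries rich in zeros and without any one of P1.5 pup d, P2.5 pup h, P2.5 pup i, P5 pup b and P10 pup a. Of 15 collagen and matrix genes, 8 were lower and none was higher (0 and 6 higher and lower without the 3 libraries rich in zeros), a downward shift (camera, adjusted p = 3.1e-05, and 0.202 with an estimated correlation), Col1a2 at -1.12 (adjusted p = 8.4e-05). Earlier, 5 were higher at birth. The list as a set did not pass at birth (camera, adjusted p = 0.0651, and 0.5 with an estimated correlation), but shifted up against E18.5 alone (adjusted p = 0.00786). In the early alveolar group 1 was lower, and an upward shift of the list (camera, adjusted p = 0.0409, and 0.486 with an estimated correlation) was lost without the 3 libraries rich in zeros and without any one of 7 libraries. Tnc, a matrix gene of growing tissue on chromosome 4 from 63959785 to 64047015 of GRCm38, fell from 213 ± 47.0 (SD, n = 8) to 29.6 ± 25.6 (SD, n = 9) FPKM, a log2 fold change of -3.25 (standard error 0.36, adjusted p = 2.8e-07). The proteoglycan gene Vcan fell from 88.3 ± 35.9 (SD, n = 8) to 8.50 ± 3.58 (SD, n = 9) FPKM (adjusted p = 3.9e-08).

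Of 12 myofibroblast genes, 9 were lower and 1 was higher (1 higher and 7 lower without the 3 libraries rich in zeros), a downward shift (camera, adjusted p = 1.6e-05, and 0.0944 with an estimated correlation). The smooth muscle actin gene Acta2 fell from 172 ± 43.1 (SD, n = 8) to 44.6 ± 16.7 (SD, n = 9) FPKM, a log2 fold change of -1.97 (standard error 0.23, adjusted p = 6.9e-07), and Myh11, the smooth muscle myosin, changed by -1.23 (adjusted p = 7.5e-06). Pdgfra, the exception, rose further, to 99.8 ± 14.9 (SD, n = 9) FPKM, with a change of 1.02 (adjusted p = 1.7e-05). At birth 4 of the list were higher and 1, Pdgfra, lower (7 and 1 without the 3 libraries rich in zeros, and 2 and 2 against E18.5 alone), and in the early alveolar group Pdgfra alone was called. Myofibroblast genes as a list shifted up at birth (camera, adjusted p = 0.0409, and 0.387 with an estimated correlation) and in the early alveolar group (camera, adjusted p = 0.00224, and 0.206 with an estimated correlation). The first of these calls was lost with a pseudocount of 0.1, with E18.5 alone as the prenatal group and without any one of E16.5 embryo 2, E18.5 embryo 4, P0.5 pup f and P1 pup d. Prss35, Egfem1, Slc27a6 and Agt, which encode a protease-like protein, a secreted protein with EGF repeats, a fatty acid transporter and angiotensinogen, are among the 8 leading decreases, Prss35 from 88.8 ± 27.4 (SD, n = 8) to 4.67 ± 5.32 (SD, n = 9) FPKM (adjusted p = 3.9e-08). Of 36 cell cycle genes 28 were lower and none was higher (0 higher and 23 lower without the 3 libraries rich in zeros), with Ccna2, a cyclin gene, at -2.89 (adjusted p = 4.5e-05) (camera, adjusted p = 7.3e-19, and 0.155 with an estimated correlation). Their mean log2(FPKM + 1) was already lower at P7 and P10 than at P4 and P5, and in P15 pup c, at 3.428, it was above both P10 pups.

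The largest increase belongs to Inmt, a methyltransferase gene of lung fibroblasts on chromosome 6 from 55170627 to 55174990 of GRCm38. It rose from 3.22 ± 4.93 (SD, n = 8) to 184 ± 89.7 (SD, n = 9) FPKM, a log2 fold change of 6.07 (standard error 0.70, adjusted p = 6.5e-07), with 3 of 8 early alveolar libraries listed at 0. Of 10 lipofibroblast genes, 3 were higher and 3 lower, after 3 higher and 0 lower at birth (0 and 2 against E18.5 alone) and no call between. Of 21 genes of antioxidant and xenobiotic defense, 8 were higher and 1 lower (camera, adjusted p = 2.7e-07, and 0.0697 with an estimated correlation). Gpx3, a secreted glutathione peroxidase, rose from 26.9 ± 10.5 (SD, n = 8) to 207 ± 68.8 (SD, n = 9) FPKM, a log2 fold change of 2.91 (standard error 0.32, adjusted p = 2.6e-07), and the monooxygenase gene Fmo2 by 2.80 (adjusted p = 9.5e-06). Aox3, an aldehyde oxidase gene, went the other way (adjusted p = 8.2e-04), a call lost when repeated rows of a gene were summed. At birth the same list had 6 higher and 1 lower (2 and 1 against E18.5 alone) and in the early alveolar group no call. Xdh, which makes uric acid, Tsc22d3, a mediator of glucocorticoid action, and the matrix genes Mamdc2 and Prelp rose by 2.67, 2.31, 2.28 and 2.21 on the log2 scale (adjusted p = 1.8e-06, 8.2e-06, 1.4e-09 and 2.6e-07).

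Among the remaining lists, alveolar type 1 and type 2 genes had 1 and 0 higher and none lower, with upward shifts (camera, adjusted p = 0.00239, and 0.406 with an estimated correlation for type 1, and 0.00717 and 0.49 for type 2). Endothelial genes had 5 higher and 1 lower (3 and 1 without the 3 libraries rich in zeros), an upward shift (camera, adjusted p = 2.3e-04, and 0.252 with an estimated correlation), with Plvap at 0.94 (adjusted p = 2.6e-04). Large vessel genes had 1 higher and 1 lower. Aerocyte genes had no call here and 1 lower in the early alveolar group, the endothelin receptor gene Ednrb, a call lost without the 3 libraries rich in zeros and without any one of 10 libraries. Pericyte genes had 3 higher and 1 lower at birth (1 and 1 against E18.5 alone) and 2 lower here. Lung liquid genes had 3 higher and none lower (camera, adjusted p = 0.0255, and 0.415 with an estimated correlation), and this shift was not called without the 3 libraries rich in zeros (adjusted p = 0.0563) or without P10 pup f (adjusted p = 0.0658). Of 16 genes of lipid synthesis, 3 were higher and 1 lower at birth, 0 and 1 in the early alveolar and 0 and 0 in the late alveolar group (0 and 1 against E18.5 alone at birth). The desaturase gene Scd2 changed by -1.20 (adjusted p = 3.4e-05) at birth and the fatty acid synthase gene Fasn by -0.75 (adjusted p = 0.0263) in the early alveolar group, a call lost without any one of P1 pup d, P1 pup e, P1.5 pup e, P7 pup d and P10 pup f. The list shifted down in the early alveolar group (camera, adjusted p = 8.9e-04, and 0.183 with an estimated correlation).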

LCM is done at UAB, with samples distributed to Yale University for miRNA and mRNA analysis, UCSD for DNA methylation, and UAB for proteomics. 

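The captured samples were meant to leave out bronchi and large vessels, and marker genes show what else they held. Scgb1a1, the secretory product of airway club cells on chromosome 19 from 9083642 to 9087956 of GRCm38, was listed in every library, from 3.62 to 5143 FPKM. It rose from 184 ± 209.6 (SD, n = 4) FPKM before birth to 2145 ± 1283 (SD, n = 8) after it, a log2 fold change of 5.15 (standard error 0.84, adjusted p = 9.6e-05), with 2.31 and no call against E18.5 alone (adjusted p = 0.0571). Of 6 club cell genes 2 were higher and 0 lower at birth, 0 and 0 in the early alveolar and 0 and 0 in the late alveolar group (0 and 0 against E18.5 alone). Of 10 ciliated cell genes 1 was higher and 0 lower at birth, 0 and 0 in the early alveolar and 0 and 0 in the late alveolar group. The ciliated list shifted down in the early alveolar group (camera, adjusted p = 0.00239, and 0.32 with an estimated correlation). Of 6 lymphatic genes 2 were higher and 0 lower at birth, 0 and 1 in the early alveolar and 0 and 0 in the late alveolar group, with a downward shift in the early alveolar group (camera, adjusted p = 2.4e-04, and 0.0697 with an estimated correlation). Of 7 mesothelial genes 0 were higher and 0 lower at birth, 0 and 2 in the early alveolar and 0 and 1 in the late alveolar group. The early alveolar calls, Msln and Krt19, were both lost with a pseudocount of 0.1 and without the filter on low values. Each was also lost without any one of 11 libraries. In the late alveolar group Msln changed by -1.66 (adjusted p = 0.0238), a call lost without the 3 libraries rich in zeros and without any one of P4 pup a, P4 pup e, P19 pup d and P23 pup f.

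Of 12 heart muscle genes, 6 were lower after birth and none was higher (0 and 0 of the 11 tested against E18.5 alone). The list shifted down there (camera, adjusted p = 7.7e-04, and 0.387 with an estimated correlation), with no call against E18.5 alone (adjusted p = 0.902). None of the genes passed later. In the late alveolar group the list as a set did not pass (camera, adjusted p = 0.232, and 0.732 with an estimated correlation). It shifted down there without the 3 libraries rich in zeros (adjusted p = 0.0357). Myl2, the light chain of ventricular myosin, was at 216.5 and 242 FPKM in the 2 E16.5 libraries and at most 5.40 in any other. Other heart muscle genes were also present in P0.5 pup e and P5 pup b, with Myh6 at 142.02 and 146.01 FPKM and Tnni3 at 81.14 and 91.43. Mean log2(FPKM + 1) over the heart muscle genes was, in these 2 pups, 5.018 and 5.023, against 6.144 and 7.059 at E16.5 and at most 3.377 in the remaining libraries. Of 4 skeletal muscle genes, 2 were lower at birth (0 and 0 of the 3 tested against E18.5 alone). Of 3 cartilage genes, 2 were lower at birth (0 and 0 against E18.5 alone) and 1 in the late alveolar group, Hapln1. The cartilage list shifted down at birth (camera, adjusted p = 0.0285, and 0.183 with an estimated correlation). This shift was not called with a pseudocount of 0.1, with E18.5 alone as the prenatal group or without E16.5 embryo 9. Of 5 nerve genes, none was called in any comparison.

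Of 10 neutrophil genes, 8 were higher after birth (4 and 0 against E18.5 alone), an upward shift (camera, adjusted p = 8.2e-07, and 0.0828 with an estimated correlation). Then 5 were lower in the early alveolar group (camera, adjusted p = 3.7e-11, and 0.0447 with an estimated correlation), a result that holds with both correlations. Ngp, a granule protein gene, rose from 0.941 ± 1.32 (SD, n = 4) to 24.4 ± 10.5 (SD, n = 8) FPKM, a log2 fold change of 3.75 (standard error 0.71, adjusted p = 4.6e-04), with 2 of 4 prenatal libraries listed at 0. S100a9 rose by 3.00 (adjusted p = 0.00138). Camp, an antimicrobial peptide gene, then fell by 2.55 on the log2 scale (adjusted p = 7.3e-04). Of 5 B cell genes, 3 were higher at birth (0 and 0 against E18.5 alone), an upward shift (camera, adjusted p = 0.0196, and 0.176 with an estimated correlation), and 3 in the late alveolar group (camera, adjusted p = 1.9e-05, and 0.0447 with an estimated correlation), Cd22 by 1.64 (adjusted p = 5.3e-04). Of 12 T and NK cell genes, 1 was higher and 0 lower at birth, 0 and 0 in the early alveolar and 1 and 0 in the late alveolar group, with shifts up in the early (camera, adjusted p = 0.00545, and 0.387 with an estimated correlation) and late alveolar groups (camera, adjusted p = 8.2e-05, and 0.238 with an estimated correlation). Cd2 is the one called, at 1.81 (adjusted p = 0.00235) in the late alveolar group. Of 12 interferon-induced genes, 6 were higher in the late alveolar group and none passed before (camera, adjusted p = 5.3e-07, and 0.155 with an estimated correlation), Ifit3 by 2.60 (adjusted p = 5.9e-04). Immunoglobulin genes, Jchain and the H2 genes of MHC class II were not analysed here. Cd74, the gene of the invariant chain that binds MHC class II, rose to 155 ± 163 (SD, n = 9) FPKM in the late alveolar group (adjusted p = 0.0294), with 574 in P15 pup c, a call lost without any one of P4 pup a, P4 pup e, P7 pup d, P15 pup c and P28 pup c. Of 14 macrophage genes 0 were higher and 0 lower at birth, 0 and 0 in the early alveolar and 1 and 0 in the late alveolar group (3 and 1 at birth without the 3 libraries rich in zeros). The one called is Chil3, at 3.12 (adjusted p = 0.00232). The upward shift of the list in the late alveolar group (camera, adjusted p = 0.0182, and 0.395 with an estimated correlation) was not called without P15 pup c (adjusted p = 0.101) or P28 pup c (adjusted p = 0.0592) or with a pseudocount of 0.1 (adjusted p = 0.058). P15 pup c had the highest mean log2(FPKM + 1) of the late alveolar group for interferon-induced genes, at 5.683 (4.327), T and NK cell genes, at 4.178 (3.795), macrophage genes, at 4.656 (3.874), and neutrophil genes, at 3.412 (2.683), with the next library in parentheses. Without it the late alveolar shifts of the interferon and the T and NK cell lists were still called (adjusted p = 9.6e-06 and 0.00208). Of 7 red cell genes other than hemoglobin genes, which were not analysed here, 0 were higher and 1 lower at birth, 0 and 0 in the early alveolar and 0 and 0 in the late alveolar group. Alas2, of heme synthesis, changed at birth by -2.48 (adjusted p = 0.0188), a call lost with E18.5 alone as the prenatal group and without either of E16.5 embryo 9 and E18.5 embryo 4. The list shifted up in the early alveolar group (camera, adjusted p = 0.00878, and 0.296 with an estimated correlation). Of 76 genes of ribosomal proteins, 0 were higher and 18 lower at birth, 0 and 0 in the early alveolar and 0 and 2 in the late alveolar group (0 and 23 at birth and 0 and 0 in the late alveolar group without the 3 libraries rich in zeros, and 0 and 4 against E18.5 alone at birth), with a shift down at birth (camera, adjusted p = 6.6e-06, and 0.433 with an estimated correlation).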

Data integration and computational model development is conducted at CMU to identify regulatory “control points” in alveolar development (9).

The Saban Research Institute at Children’s Hospital of Los Angeles is the LungMAP 3D-imaging Research Center (RC), which is investigating alveolar development in unique ways that are leading to new insights (23). This RC has developed a set of approaches to generate data that will create a comprehensive high-resolution spatiotemporal map of the molecular, genetic, and cellular events in the developing lung across multiple stages of alveolar development scalable from lung alveolar anatomy to molecules. This group is using newly modified high-throughput multiplex ISH with novel “slice and dice” Vibra-SSIM confocal technology, μCT, μMRI, and Phase Contrast X-ray (PCX). Imaging is validated first in mouse and then in human tissue and correlated digitally with novel HT-ISH and fluorescence immunohistochemistry (IHC) data, focusing on epithelial, mesenchymal, neural, lymphatic, and vascular markers together with a fine map of matrix topology. Digital image-processing technology is being developed to meld digital multiscale images of alveolar structure with cell-autonomous gene expression with extracellular matrix protein configuration. A novel viewer called the 3D μCT/Microscopy Volume Renderer (MMVR), developed by the RC, is now offered to the scientific community on the LungMAP website that allows researchers to explore lung images in a three-dimensional space, with the capacity to view internal airway passages as well as structures within the lung interstitium. This tool employs direct volume rendering using ray casting, a true volumetric representation of the image data.

The University of Rochester Medical Center, in collaboration with Seattle Children’s Research Institute, operates the Human Tissue Core for LungMAP. The Human Tissue Core (HTC) identifies and manages tissue sources to meet the overall goal of LungMAP to build an open-access comprehensive molecular atlas of the late-stage developing lung. The HTC procures, processes, stores, and distributes normal late-gestation, neonatal, and early childhood human lung tissue and dissociated cells for the Research Centers, networking with the United Network for Organ Sharing and their partners. LungMAP studies the biology of normal lung development, which makes tissue health a critical concern. The HTC collects transplantation-quality tissues through the International Institute for the Advancement of Medicine (IIAM; http://www.iiam.org) and the National Disease Research Interchange (NDRI; http://ndriresource.org), organizations that link donors to the scientific community. A special effort, the Neonatal Organ Donation Program, was established by IIAM to provide donations to LungMAP and other important research efforts. IIAM and NDRI receive referrals to families wishing to donate for research when transplantation is not an option.

As part of HTC processing, donated lungs are imaged by computed tomography (CT) that can be reconstructed to provide 3D images and then processed for histological analysis or dissociated and sorted to provide a range of enriched cell populations, including subsets of epithelial, endothelial, mesenchymal, lymphatic, immune, and stem cells. A working group of highly qualified pathologists work with the HTC to establish biorepository and assessment tools and review specimens to assure quality and consistent selection of the tissues chosen for LungMAP.

The HTC maintains a laboratory information management system (LIMS) called BRINDL (https://brindl.urmc.rochester.edu) for tracking and identification of the derived products of the collection, including glass slides, paraffin and frozen blocks, cell fractions, RNA, digital CT and whole slide images, and associated donor data. The HTC LIMS system integrates with the LungMAP database for transfer of pertinent donor and tissue information. BRINDL provides complete specimen repository functions for tracking and managing requests to handle the traffic between the RCs and the HTC repository.

The Duke Clinical Research Institute and RTI International operate the Data Coordinating Center (DCC) for LungMAP, with added bioinformatics expertise from CCHMC. The DCC developed and maintains the LungMAP website and database called Bioinformatics REsource ATlas for the Healthy lung (BREATH). The DCC processes data submissions from the RCs, integrates data into BREATH, works with centers on data display, and coordinates with the HTC. The DCC also serves as the administrative infrastructure to facilitate collaboration across the consortium, creating consortium-wide priorities and policies, communication plans, and coordinating working groups and steering committee meetings. The DCC is also responsible for, and with LungMAP working groups has already developed, greatly expanded mouse- and human-specific lung ontologies for data annotation and integration and for tools to enhance sharing of LungMAP data with the scientific community and the public.

## BREATH: LungMAP Data Resource

With the exponential growth of omics data, a major challenge of LungMAP is the determination and development of an effective way to integrate and to offer to the community the multiscale information that links anatomic structure and cell types with epigenetic, RNA, protein, lipid, metabolic, signaling, and molecular and cellular interaction data.

Of fundamental importance to meet this challenge is the establishment of a database that can receive the complexity of data types generated by LungMAP and allow these data to be linked in myriad ways needed to investigate relationships. The DCC chose to build a triple-store database as the backbone of BREATH based on open-source OpenLink Virtuoso (16). Triple-store databases are optimized for storage and retrieval. Database structure consists of data “triples” built as subject-predicate-object. Triple-store databases are ideal for ontology-based applications and for linking disparate data types without requiring customized tables. Relations are established through linking, and a piece of data can be linked in myriad ways to support integration and comparison across groups, such as developmental time point, assay type, etc. BREATH data are interrogated through queries using SPARQL language (10).

A primary output to date for the DCC is the establishment and development of the LungMAP website (www.lungmap.net) (Fig. 4). The website consists of public facing pages, a private administrative and communication portal for LungMAP consortium members, and a freely accessible public database of lung development images and molecular data with tools to search and analyze them. Within the LungMAP website are links to other important websites of interest to the research community, including the site of our DCC partner CCHMC: Lung Gene Expression iN Single-cell (LungGENS) (5), Lung Gene Expression Atlas (LGEA), and Lung Image (LungIMAGE). The LungMAP website also includes resources such as tutorials, glossary, and forum as well as significant new components under development that are described below.

**Fig. 4.**
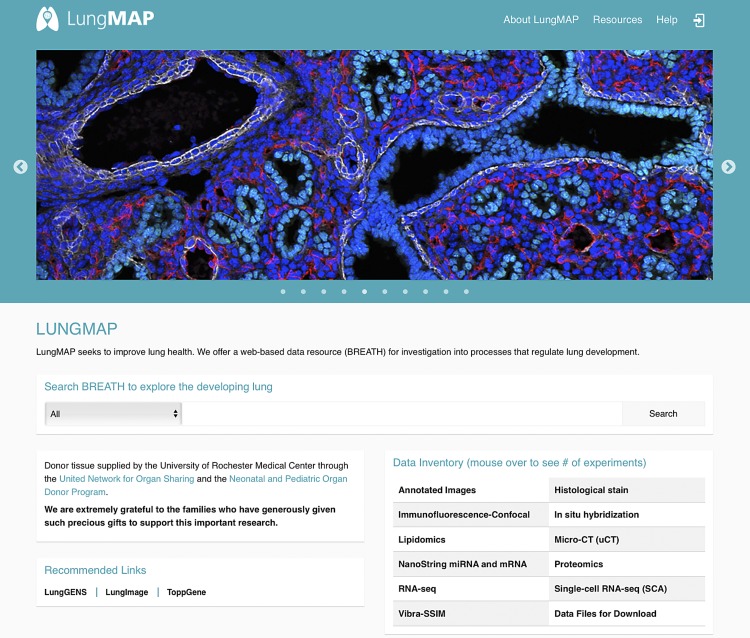
The LungMAP home page. Home page for www.lungmap.net, the official website for the LungMAP project.

## LungMAP Anatomic Ontology

The LungMAP high-resolution anatomic ontologies describe the anatomic structures, tissues, and cells of the developing human and mouse lower respiratory tracts, including the trachea, bronchi, bronchioles, and alveolar parenchyma of the lung, as well as the pulmonary vascular, autonomic, and immune systems of the lung. The LungMAP ontology incorporates well-characterized structural and functional anatomic components, distinct histological tissue compartments, and generic and specific cell types. The ontology provides a coherent set of terms incorporated into an interactive, searchable, web-based atlas for the integration of anatomic, cellular, molecular, and imaging data. This ontology is organized along the proximal-distal axis of the lower respiratory tract, encompassing prenatal and postnatal stages of human and mouse lung development. On the LungMAP website (https://www.lungmap.net/resources/ontologies/), users can access the ontology through a special browser or download PDFs or Microsoft Word files containing the ontologies. These files include Human Alveolar Stage, Mouse E16.5 (early canicular stage), Mouse E18.5 [early saccular stage, Mouse P0–P03 (mid-to-late saccular stage], Mouse P04–P36 (alveolar stage), Cell Ontology for Mouse Lung Maturation, and Cell Ontology for Human Lung Maturation. These documents are flat file views providing the LungMAP identification numbers for each term within the current deployed ontology (Human Version 1.7, Mouse Version 2.9).

## Unique LungMAP Tools

Consortium efforts, led by the DCC, have focused on several specific components whose importance emerged as the project progressed. These include development of *1*) a web-based mechanism for image annotation, *2*) a web-based mechanism to create “theme” pages for display on LungMAP, and *3*) a viewer to present image data in 3D. These efforts are in prototype development as of this writing, with products available to the public through the LungMAP website in 2017.

### Image annotation.

Imaging data provide the foundation upon which to build an atlas of the developing lung. The LungMAP consortium has created a library of lung images using multiple imaging technologies that span from anatomic to molecular. To enrich understanding of these visual data, it was necessary to have a mechanism for identifying specific areas of an image to highlight the structures and labeling of the tissue, including proteins, cells, and larger anatomic features such as bronchioles and vessels that develop at certain time points. The LungMAP Image Annotation Tool allows a user to overlay images with feature symbols (dots, arrows, polygons), associated terms for structures, and notes. Annotators log into a secure site to access images in an environment that allows outlining of areas or placement of symbols onto the two-dimensional (2D) image with linkage to a term in the ontology. The tool is engaged by selecting any single image thumbnail from within an image experiment. Annotators manually place the symbol on the 2D image and add the additional information. The association of a symbol with the image (with descriptive information) is referred to as image annotation, as shown in Fig. 5. All image annotations are associated with the standardized terms in the LungMAP ontology, which enables linking of data across the website through the assigned term. Annotation completed with this web-based tool is a manual process conducted by lung development curators at the LungMAP RCs.

**Fig. 5.**
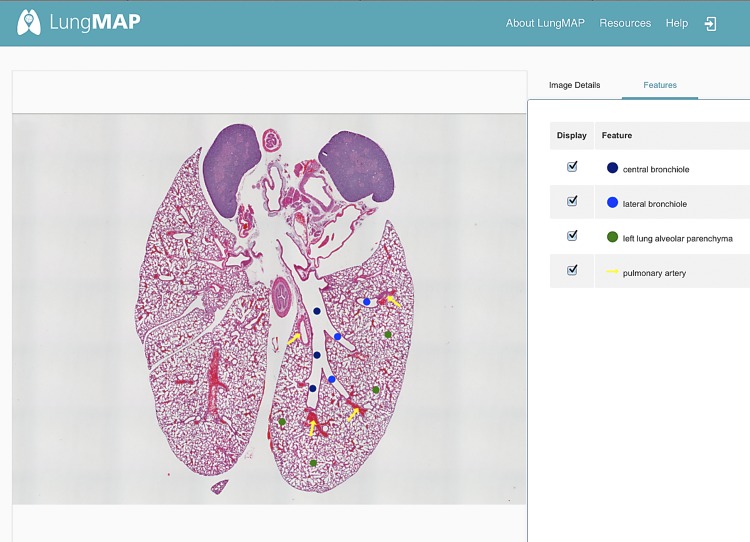
Annotated LungMAP image. Hematoxylin and eosin-stained whole lung from P07 C57BL6 male mouse. Annotated features are shown on the *right* side of the screen (*top* to *bottom*): central bronchiole, lateral bronchiole, left lung alveolar, parenchyma, and pulmonary artery. Multiple instances of these features are noted on the image.

A second approach to image annotation that LungMAP is developing uses machine-based algorithms that automatically identify specific components of the image. The development team has assembled a database of characteristics for 4,557 confocal immunofluorescent image files. These metadata are being used to group collections of images (e.g., images from E16.5 mouse at ×20 displaying Hopx and Nkx2-1 using defined probes). They have successfully identified specific features of certain lung images by combining information from the metadata and image analysis routines from the OpenCV package (Python bindings; Fig. 6). This machine-learning approach is in its early stages, slated for further development and public display in 2017.

**Fig. 6.**
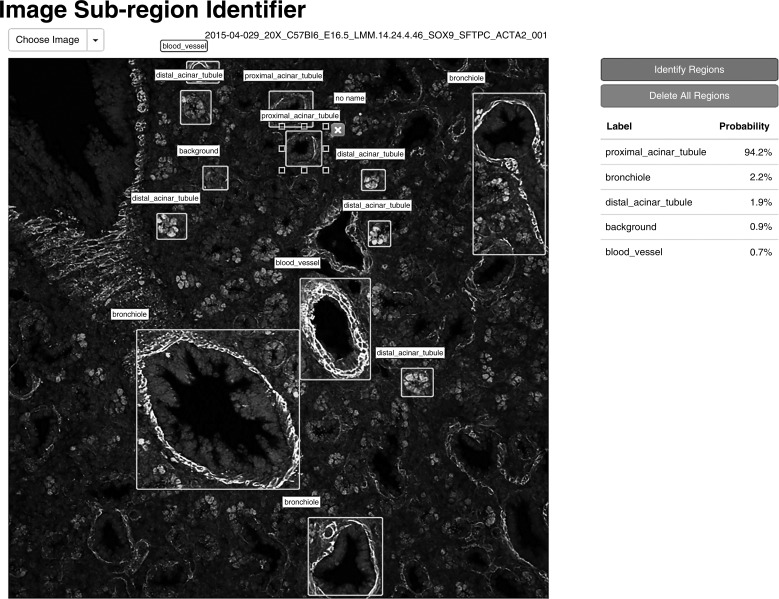
Automated LungMAP image annotation. Screenshot of interactive web application for automated identification of anatomic structures within bounding boxes drawn by user. Multiple regions of interest can be identified simultaneously. *Right*: posterior probability for each label for currently selected bounding box.

### StoryBuilder.

LungMAP has a twofold mission of executing research on normal lung development and broadly sharing and presenting results to audiences of varying scientific expertise. The challenge was to develop an easy-to-use tool that allows LungMAP researchers to present information to the public. This information can range from education on experimental procedures to cross analyses of LungMAP data for insights into the regulation of lung development. The tool required certain basic components to build a narrative format. A prototype of the tool (called StoryBuilder) was released for testing in late 2016, allowing researchers to build simple web pages within the LungMAP website. Ease of use was key to the design, with flexibility to incorporate text, image, and media to support presentation. Although in an early stage of design, plans for the next iteration include development of methods to incorporate LungMAP data directly into a constructed page for compilation and comparison of the many types of image and omics data. StoryBuilder will support consortium research as observations unfold and will provide a flexible forum for sharing as these conclusions evolve or change. StoryBuilder will allow researchers to support their observations with images, media links, and references to published literature (with proper acknowledgments/citations). Once made public on the LungMAP website, website viewers will have the opportunity to ask questions and post comments so that narratives are not static but can evolve as new research uncovers new discoveries.

## 3D MMVR

LungMAP offers a tool to visualize microscopy image data in a very unique way. An integrated input-output visualization tool called 3D MMVR (μCT-Microscopy Volume Renderer) does direct volume rendering using ray casting, a true volumetric representation of the data. Ray casting preserves detail and allows for the quick adjustment of opacities through controls in the user interface. Through the 3D MMMVR, a user can look inside lung structures to see internal airway passages, including cells contained within them. The 3D viewer opens a data set for the user to explore. Currently, the data are presented for adult mouse lung. All data are in a DICOM file structure. LungMAP will expand the use of this tool this year (2017) with more data and eventually invite outside researchers to use the tool with their own data to conduct analyses.

## Upcoming

LungMAP will continue to develop its lung data resource, adding additional data for both mouse and human samples. Expanded protein, lipid, and metabolomics data and single-cell expression and methylation data for additional key developmental time points are now being prepared for viewing and download. Models based on regulatory pathway analysis of lung development will be integrated into the website during this year (2017). Molecular and imaging data from lung researchers outside the LungMAP consortium and with databases such as Mouse Genome Informatics will be considered for downloads and integration with the BREATH database in 2018.

In the coming year, we plan to increase engagement of the community through direct outreach. We will expand our beta tester group to give feedback on web functionality, offer seminar sessions to explore the data with LungMAP researchers, and further develop LungMAP for educational purposes through efforts such as enhancing our 3D renderer for wider public engagement. Bringing students and tech developers into the LungMAP community will ensure that LungMAP is relevant to a broad and diverse base of users for the present and years to come.

## GRANTS

The work was supported by the National Heart, Lung, and Blood Institute Grants U01-HL-122638 (to M. E. Ardini-Poleske, Robert F. Clark, and S. M. Palmer), U01-HL-122642 (to S. S. Potter and J. A. Whitsett), U01-HL-122703 (to C. Ansong, J. P. Carson, and R. A. Corley), U01HL122700 (to G. H. Deutsch, T. J. Mariani, and G. S. Pryhuber), U01-HL-122626 (to N. Ambalavanan, J. S. Hagood, and N. Kaminski), and U01-HL-122681 (to D. Warburton).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

M.E.A.-P. and J.P.C. prepared figures; M.E.A.-P., R.F.C., and N.A. drafted manuscript; M.E.A.-P., R.F.C., C.A., J.P.C., J.S.H., G.S.P., J.A.W., and N.A. edited and revised manuscript; M.E.A.-P., R.F.C., C.A., J.P.C., R.A.C., G.H.D., J.S.H., N.K., T.J.M., S.S.P., G.S.P., D.W., J.A.W., S.M.P., N.A., and t.L.C. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

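The data are RNA sequencing values of alveolar septa cut by laser capture from frozen lungs of 29 C57BL/6 mice of 15 ages, 2 animals at each age and 1 at P28. By the submitters' notes, total RNA was depleted of ribosomal RNA, stranded libraries were read on an Illumina HiSeq, reads were aligned to mm10 with STAR 2.5.1, and the authors made the FPKM values with Cufflinks 2.2.1 before they deposited them. The settings and the gene annotation are not stated. Read depth is unknown, so the precision that depth gives is unknown too, and the spread between animals stands in for it.

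The deposited matrix holds 24486 lines of FPKM for 22779 gene IDs. Of these IDs, 1226 stand on more than 1 line, and 651 lines repeat another in full. For the 944 IDs with differing lines the line with the highest mean was used, and their sum was an alternative chosen after the data were seen. Symbols were found for 22718 IDs. Nkx2-1 was not analysed here.

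From the FPKM as the authors deposited them, log2(FPKM + 1) was computed, and genes with an FPKM of at least 1 in at least 4 libraries were kept, 14616 in all. Stage groups were compared with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean-variance trend), in one fit of 4 groups with 29 libraries, and all adjusted p values for single genes come from limma with the Benjamini-Hochberg method, with a threshold of 0.05. The age test was limma's F test of a natural cubic spline with 3 degrees of freedom on log2 days since conception, with birth at day 19. E18.5 was compared with E16.5 in a limma fit of 15 age groups. Gene lists were tested with limma's camera at a correlation of 0.01 and, as an alternative, at an estimated correlation, with p adjusted over all lists and the 3 stage comparisons. The pup letters pair no animals across ages, so no replicate block was used.

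The age of each library was predicted by ridge regression (penalty of 1 per gene) from the libraries of the other ages. Correlations with age were tested with 100000 permutations and body weight with an exact sign-flip test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The stage test was tested on simulated data with 200 changed genes among 14616 in each comparison.

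The groups, comparisons, gene lists and the following rule for naming genes were set before the data were seen. For each stage comparison the rule takes the 8 largest increases and the 8 largest decreases among called genes with a mean FPKM of at least 5 in the higher group, no overlap between the libraries of the groups, and a symbol that is not a predicted gene or a small RNA. It takes 5 in each direction for E18.5 against E16.5, the 10 smallest p for age, the genes the paper names, up to 4 members with the smallest p of a described list, and members that go against the rest. Gli1 in the figure of pathway genes, Wnt5a and Lef1 beside it, and the genes given library by library were chosen after their values were seen.

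Alternatives were a pseudocount of 0.1, no filter on low values, a filter at an FPKM of 5, median ratio scaling, quantile normalization, sex as a covariate, array quality weights, a fit of 15 age groups, only the 2 groups compared, a change of at least 1 on the log2 scale, E18.5 alone as the prenatal group, the alveolar stage divided after P7, postnatal libraries only, and each library left out in turn. Leaving out P10 pup a and P19 pups d and f together, and testing the gene lists with E18.5 alone as the prenatal group, were added after the data were seen. Sex was taken from the labels and enters only an alternative and 1 interaction test.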

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

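The tests of P0.5 pup f below were chosen after its value was seen, apart from the prediction for a single wrong age label, which was written before its test was run. A library was picked out when its gap to the nearest other library of its stage group was large against the range of the group (Dixon's test). This was done for 46 measures in 184 groups, of which 15 were picked out and 9.2 would be by chance.

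P0.5 pup f had a mean log2(FPKM + 1) of cell cycle genes of 4.165, and the next highest postnatal saccular pup 2.825. Mki67, a gene of dividing cells, stood at 239.79 FPKM in this library and at 32.15 in the other P0.5 pup. An exchange with a library of E18.5, P4 or P5 would place a P0.5 pup under one of those labels. The lowest score of those libraries is 3.554, above 2.825. This argues against the exchange only if P0.5 pups score no higher than 2.825. The other P0.5 pup, at 2.049, is a single animal. An exchange with a P7 library, at 3.302 or 3.617, was not tested. A single wrong age label remains open. The age predicted for P0.5 pup f differs from its label by 0.255 log2 days since conception. This lies between the median of 0.225 and the highest of 0.306 in the other 7 postnatal saccular pups. Its male label is contradicted by Xist at 180.15 and Ddx3y at 0.05 FPKM, and the sex label of P0.5 pup e is contradicted too. These sex values do not decide about age, since expression contradicts the sex label in 14 of 29 libraries. The number of expressed protein-coding genes at 0, 13 against up to 63 in the others, decides nothing here, since undetected genes lower such a mean.

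The other libraries far from their group are given as mean log2(FPKM + 1) of a list, with the next library of the group in parentheses. In P10 pup a the lists were lowest of the early alveolar group for Wnt, at 3.113 (3.469), retinoid, at 2.835 (3.271), and lymphatic genes, at 1.975 (3.114). In P15 pup c they were lowest of the late alveolar group for VEGF and PDGF, at 4.861 (5.127), and endothelial genes, at 5.943 (6.376). In P1.5 pup d they were lowest of the postnatal saccular group for macrophage, at 1.776 (2.307), and ribosomal protein genes, at 5.39 (6.472). E16.5 embryo 2 was highest of the prenatal group for Notch, at 3.335 (3.023), and T and NK cell genes, at 2.21 (0.368). P10 pup f was highest of the early alveolar group for T and NK cell, at 2.164 (1.322), and interferon-induced genes, at 4.036 (2.739). P0.5 pup e was highest of its group for imprinted growth genes, at 5.16 (4.895), and P13.5 pup d for skeletal muscle genes, at 0.786 (0.293). In P1 pup d the noncoding RNA Rpph1 held 17.06% of the FPKM total, against 10.81% in the next postnatal saccular pup.

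Libraries were also regrouped at random, 100 groupings for each comparison with the real one counted among them. The groupings did not keep animals of an age together, so they do not show what whole ages grouped at random would give. A count as large as the real one came from 1 grouping, the real one, for the postnatal saccular against the prenatal group (2327 genes, at most 116 in the others), from 1 for the early alveolar against the postnatal saccular group (214, at most 5) and from 1 for the late against the early alveolar group (1660, at most 136). For half-day against whole-day ages and for the interaction of sex and stage, where limma called 0 genes, all 100 groupings must give at least as many, so the count of 100 says nothing about chance.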

How the results depend on the processing

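All alternatives were set before the data were examined, except the sum of repeated lines of a gene, the fit and the first principal component without P10 pup a and P19 pups d and f, the estimated correlation for the clock list, and the gene lists with E18.5 alone as the prenatal group. Unless said otherwise, the cause of a change was not tested.

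For the early alveolar against the postnatal saccular group, 214 genes (77 higher, 137 lower) became 697 (317 and 380) with array quality weights, 609 (260 and 349) in a fit of 15 age groups and 412 (167 and 245) with only the 2 groups in the fit, and with quantile normalization 120 were higher. A change of at least 1 on the log2 scale, which by construction calls fewer genes, left 120 (43 and 77), 1329 (758 and 571) from prenatal to postnatal saccular and 853 (261 and 592) from early to late alveolar. With E18.5 alone as the prenatal group, which has fewer libraries, 840 genes were called (585 and 255) and 3 named genes changed sign, none called there: Hopx at -0.358, Trpc6 at -0.0800 and Scd1 at -0.552. With it 53 list results were called in place of 55, and of the 19 called between the prenatal and postnatal saccular groups 12 kept their call, 6 lost it and that of alveolar type 2 genes changed direction without a call (adjusted p = 0.607, or -0.2172 as a signed log10 of p). With the alveolar stage divided after P7, 371 genes were higher in the late part. Without P10 pup a and P19 pups d and f the first principal component had r = 0.841 with log2 age, against 0.856. Over the 25 postnatal libraries 2193 genes changed with age. With an estimated correlation 2 of 55 list results were called. The mean difference of predicted age by body weight was -0.0055 with 500 genes, against 0.0042. The clock list at half-day ages had p = 0.092 with limma's camera at an estimated correlation. In the 8 postnatal saccular libraries camera gave p = 0.136 at the preset and 0.377 at an estimated correlation.

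With each library left out in turn, the counts ran from 1375 to 2585 for postnatal saccular against prenatal (892 to 1447 higher, 483 to 1138 lower, with 1375 and 483 without E16.5 embryo 9 and 562 lower without E16.5 embryo 2), and from 1332 to 1732 for late against early alveolar (436 to 616 higher, 896 to 1211 lower). For early alveolar against postnatal saccular they ran from 78 to 374 (32 to 170 higher, 46 to 204 lower). The count was 122 without P0.5 pup e, 374 without P0.5 pup f, 97 without P1 pup d, 119 without P1 pup e, 78 without P1.5 pup e, 126 without P2.5 pup h, 130 without P5 pup b and 116 without P7 pup d, and the lower genes were 74 without P10 pup a and 87 without P10 pup f. For E18.5 against E16.5 they ran from 210 without E16.5 embryo 2 to 424 without E16.5 embryo 9, with 221 without E18.5 embryo 4 and 412 without E18.5 embryo 3, where the lone embryo is assumed to vary like other ages. Genes changing with age ran from 3313 to 4588 and called lists from 54 to 59. Leaving out libraries kept the call of named genes in 8661 of 9079 refits and ended it in 418, for 72 of 322 results, and of list results in 1570 of 1595. Other alternatives kept 3456 of 3676 gene values and 224 of 239 list values. Read depth is unknown, so its effect on these results was not measured.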

Other observations

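The tests on sex, on heart muscle and on the clock were chosen after the values were seen, apart from the mean error of the predicted age for libraries exchanged between distant ages. The test on body weight was set before the data were examined.

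Xist, which the inactive X chromosome expresses, was at least 90.87 FPKM in one set of libraries and at most 3.14 in the rest, and Ddx3y, of the Y chromosome, at most 0.31 and at least 10.06. In 14 of 29 libraries this goes against the sex in the labels, in 8 labelled female and 6 labelled male. By age these are 2 of 4 embryos, 7 of 12 pups from P0.5 to P5, which the notes say were sexed by PCR, and 5 of 13 from P7 on, sexed by eye.

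An exchange of the 2 pups of an age does not account for all of the sex labels, since 8 of the 14 libraries have no partner of the other label that is crossed too. Mixed RNA is excluded, as the highest Xist among libraries with Ddx3y is 3.14 FPKM. An exchange between distant ages does not account for the whole pattern. The mean error of the predicted age was smaller in the 14 libraries, at 0.115 log2 days since conception, than in the others, at 0.223, a difference of -0.107 (permutation p = 0.047). The error depends on age, and within stage groups the difference was -0.045 (permutation p = 0.27), but the highest error among the 14 was 0.255, and the predicted age of 0 of them lay in the range predicted for a stage group other than their own and its neighbors. Exchanges within a stage group or between neighboring groups stay open. Whether the sex or the animal is wrong in the labels was not tested.

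In the 2 E16.5 libraries Myl2, a gene of the heart ventricle, stood at 216.5 and 241.8 FPKM, and at most 5.4 elsewhere. These values are consistent with ventricular tissue in the captured samples. Muscle of the lung veins alone, which is of atrial type, does not account for Myl2 at 241.8. Skeletal muscle alone does not account for Nppa, an atrial and fetal ventricular gene. Nppa was at 34.0 FPKM or more in both libraries and at most 4.6 elsewhere. The mean log2(FPKM + 1) of skeletal muscle genes was also highest in the 2 E16.5 libraries, at 3.29 and 3.833, against at most 1.667 elsewhere. A mix of lung vein and skeletal muscle was not tested and stays open. Other heart muscle genes were also present later, with Myh6 at 142.02 FPKM in P0.5 pup e and 146.01 in P5 pup b, where Myl2 was at 0.0 and 1.39. Their source, and how heart tissue entered the samples, were not tested.

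A heavier pup could be further along in lung development than its lighter mate. Over 14 pairs of an age the heavier pup was predicted older in 9, with a mean difference of 0.0042 log2 days since conception (SD 0.034, exact sign-flip p = 0.643), which leaves the question open. Without the P7 pair the mean difference was 0.0066, and without red cell genes 0.0042 (exact p = 0.646). With the 500 most variable genes the sign changed, to -0.0055 (exact p = 0.727), with the heavier pup predicted older in 8 pairs.

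Pups of half-day ages could have been collected at another time of day. The 17 clock genes shifted up in 8 half-day against 17 whole-day libraries (limma's camera, p = 0.0195, and p = 0.092 with an estimated correlation), while limma called 0 single genes (833 with an unadjusted p under 0.05). In the 8 postnatal saccular libraries, 6 half-day and 2 whole-day, the p of the list was 0.136 (0.377 with an estimated correlation). There 0 genes were called (1167 unadjusted), so the question stays open. The interaction of labelled sex and stage called 0 genes with limma (533 unadjusted), with labels that expression contradicts in 14 libraries.

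The predicted age followed the label with a Pearson's r of 0.915 (n = 29, permutation p = 1e-05, the smallest they can give, and 0.926 without the 2 libraries farthest from the median age), with a median error of 0.123 log2 days since conception. It did not order the ages from P1 to P5. The P1 pups were predicted at 5.6 and 5.73 days from birth and the P4 pups at 3.95 and 3.94. The P23 and P28 pups were predicted too young, at 10.77, 10.61 and 13.27 days. The tests above that use the predicted age therefore cannot separate such neighboring ages. The expression of 11 of 28 libraries was most similar to that of the other pup of their age.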
